# Amniotes co-opt intrinsic genetic instability to protect germ-line genome integrity

**DOI:** 10.1038/s41467-023-36354-x

**Published:** 2023-02-13

**Authors:** Yu H. Sun, Hongxiao Cui, Chi Song, Jiafei Teng Shen, Xiaoyu Zhuo, Ruoqiao Huiyi Wang, Xiaohui Yu, Rudo Ndamba, Qian Mu, Hanwen Gu, Duolin Wang, Gayathri Guru Murthy, Pidong Li, Fan Liang, Lei Liu, Qing Tao, Ying Wang, Sara Orlowski, Qi Xu, Huaijun Zhou, Jarra Jagne, Omer Gokcumen, Nick Anthony, Xin Zhao, Xin Zhiguo Li

**Keywords:** Genome informatics, Evolutionary genetics, Piwi RNAs, DNA transposable elements

## Abstract

Unlike PIWI-interacting RNA (piRNA) in other species that mostly target transposable elements (TEs), >80% of piRNAs in adult mammalian testes lack obvious targets. However, mammalian piRNA sequences and piRNA-producing loci evolve more rapidly than the rest of the genome for unknown reasons. Here, through comparative studies of chickens, ducks, mice, and humans, as well as long-read nanopore sequencing on diverse chicken breeds, we find that piRNA loci across amniotes experience: (1) a high local mutation rate of structural variations (SVs, mutations ≥ 50 bp in size); (2) positive selection to suppress young and actively mobilizing TEs commencing at the pachytene stage of meiosis during germ cell development; and (3) negative selection to purge deleterious SV hotspots. Our results indicate that genetic instability at pachytene piRNA loci, while producing certain pathogenic SVs, also protects genome integrity against TE mobilization by driving the formation of rapid-evolving piRNA sequences.

## Abstract (web summary)

Pachytene Piwi-interacting RNAs (piRNAs) expressed in mammalian germ lines are abundant, but their evolution and function are not fully understood. Here, the authors find that pachytene piRNA loci are hotspots of structural variation, which underlies rapid piRNA birth, divergence, and loss.

## Introduction

PIWI-interacting RNAs (piRNAs) are essential for animal fertility. They are 24–35 nt long, have 2´-*O*-methyl-modified 3´ termini, and associate with PIWI proteins, a specialized family of Argonaute proteins expressed in germ cells. A conserved function of piRNAs across all bilateral animals is to silence sequence-complementary transposable elements (TEs)^1–4^. Adult mammals express high levels of a unique class of piRNAs that evolve at an exceptionally rapid rate. Two features distinguish adult mammalian piRNAs, also known as pachytene piRNAs, from either TE-rich primitive piRNAs found in fruit flies and zebrafish or pre-pachytene piRNAs in mammals: (1) pachytene piRNAs are expressed during the pachytene stage of meiosis; and (2) they are derived from intergenic regions where TEs are not dominant. While most pachytene piRNAs lack obvious targets, neither the copy numbers nor nucleotide sequences of pachytene piRNA loci are conserved^5–7^, and many of them are not found in syntenic regions even in closely related mammals^8,9^. Pachytene piRNAs have been proposed to either regulate mRNAs^10–14^ or stabilize PIWI proteins for a function that does not require piRNA-guided sequence specificity^15^. Such proposed functions are difficult to reconcile with pachytene piRNAs’ rapid evolution, and this rapid evolution and their redundant distribution across multiple loci on the genome also complicates their functional study. Therefore, it is still unclear what function pachytene piRNAs have and what promotes their rapid divergence.

## Results

### Avian pachytene piRNAs diverge rapidly

To understand whether pachytene piRNAs are specific to mammals, we looked for their presence in *Gallus gallus* (chickens), which diverged from mammals 330 million years ago^16^. We have previously detected predominantly non-TE piRNAs in adult chicken testes^17^, however, it was unclear whether these piRNAs were expressed during the pachytene stage of meiosis. To characterize the dynamics of the chicken piRNA repertoire, we analyzed the first wave of spermatogenesis (Fig. 1a, i and Supplementary Fig. 1a) by collecting chicken testes at eight key developmental stages (day 1 to 30 weeks—sexual maturity; Fig. 1a, i) from a broiler breeder breed (Athens Canadian Random Bred, ACRB^18^). The majority of piRNAs were expressed during the transition from 12 to 18 weeks (Fig. 1a, ii and iii and Supplementary Fig. 1b), the period when meiosis occurs during the first wave of spermatogenesis (Supplementary Fig. 1a). This stage coincides with the mRNA expression of *CIWI*, a PIWI gene whose ortholog in mice specifically binds to pachytene piRNAs^17^ (Fig. 1a, iv). We also detected stage-specific staining of CIWI protein in the cytosol of pachytene spermatocytes (Fig. 1b and Supplementary Fig. 1c). Plotting piRNA abundance at each piRNA locus during the eight developmental stages, we detected a burst of expression at the pachytene stage with little piRNA existing in prior stages (Fig. 1c), indicating that most, if not all, piRNAs in adult testes are pachytene piRNAs. Similar to mammalian pachytene piRNAs, most of the piRNAs from adult chicken testes were not derived from repetitive regions nor genic regions (Fig. 1a, iii). These results demonstrate the existence of pachytene piRNAs in chickens, suggesting a function of pachytene piRNAs during germ cell development shared by birds and mammals.

**Fig. 1:**
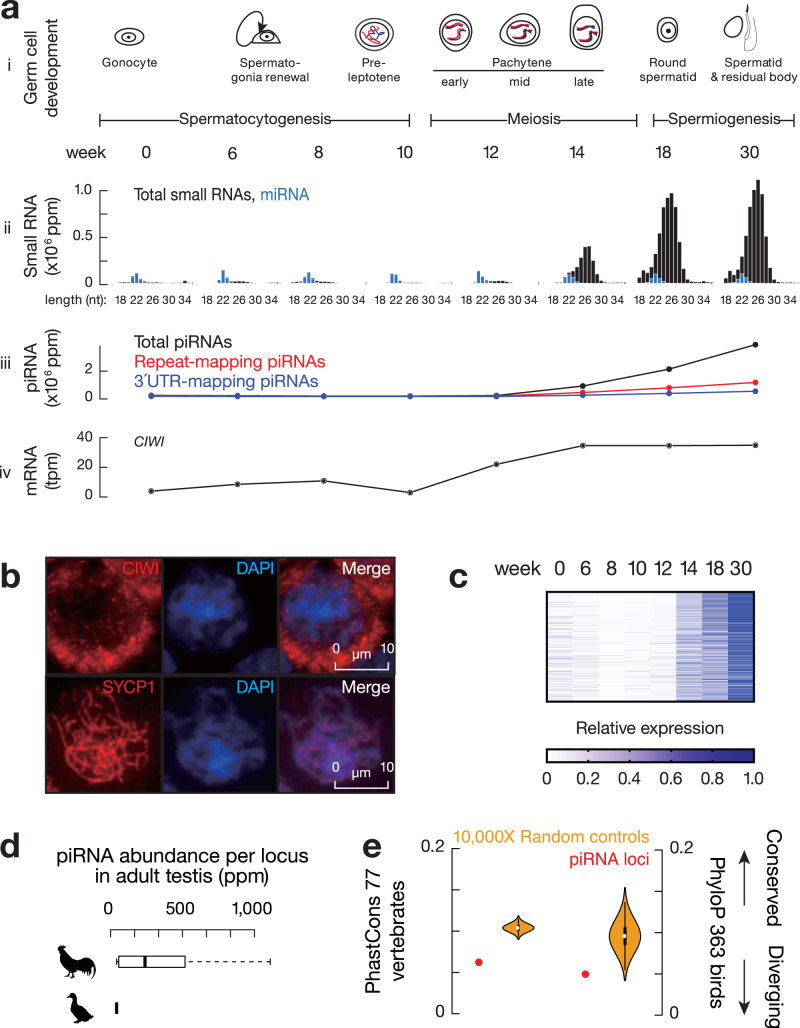
Existence of pachytene piRNAs in chickens. **a** Roosters express pachytene piRNAs during spermatogenesis. (i) Key biological events during chicken spermatogenesis. (ii) Length distribution of total small RNAs. Ppm, parts per million. Blue, miRNAs. (iii) Abundance of piRNAs as measured by small RNA-seq. (iv) Expression of *CIWI* as measured by RNA-seq. Tpm, transcript per million. **b** Immunolabeling of squashed pachytene spermatocytes from adult chicken testes using anti-CIWI, anti-SYCP1, and DAPI. Scale bar, 10 µm. SYCP1, marker for synaptonemal complex formed during pachynema. We took at least 30 pictures and the representative pictures were shown. **c** Heatmap of normalized piRNA abundance per piRNA locus across the eight developmental stages of chicken testes. **d** Box plots of piRNA abundance at piRNA loci (*n* = 1321) in adult chicken testes and at their homolog regions (*n* = 637) in adult duck testes. Ppm: parts per million. Box plots show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values. **e** Median value of (left) the mean phastCons score from 77 vertebrate genome alignments (probability that each nucleotide belongs to a conserved element) and (right) the mean phyloP score from 363 bird genome alignments (represent −log *p-*values under a null hypothesis of neutral evolution) of piRNA loci (red, *n* = 1321) and randomly shuffled control sequences (yellow, *n* = 10,000). Violin plots represent the medians of randomly shuffled control sequences that were computed 10,000 times.

To test for conservation of chicken pachytene piRNA loci in closely related bird species, we searched for their homologs in *Anas platyrhynchos domesticus* (Pekin duck), which diverged from chickens approximately 90–100 million years ago^19^. Overall, 39% of the chicken genome has homologous sequences in the duck genome detected by DNA in-situ hybridization^20^. However, we were able to identify homologs for only ~10% (136 out of 1321) of chicken piRNA loci in the duck genome, indicating an absence of homologous sequences of most chicken piRNA loci. At the functional level, while we detected abundant piRNAs in duck testes as demonstrated by a characteristic length distribution and resistance to oxidation due to their 2´-*O*-methyl-modified 3´ termini (Supplementary Fig. 1d), the 136 loci homologous to chicken piRNA loci no longer produce piRNAs (Fig. 1d). This comparison with ducks indicates that chicken piRNA loci undergo rapid gain and loss at both the sequence level (whether its homolog region exists) and the functional level (whether the homolog region produces piRNAs). Consistent with the lack of genome alignment at piRNA loci between chickens and ducks, compared to the exons and introns of both mRNAs and long non-coding RNAs (lncRNAs) as well as a set of randomly shuffled controls, piRNA loci displayed the lowest conservation scores among vertebrates (Supplementary Fig. 2a, piRNA loci vs. mRNA or lncRNA genes, two-tailed Wilcoxon signed rank test, *p <* 2.2 × 10^−16^; Fig. 1e, left, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p <* 1.0 × 10^−4^) and within birds (Fig. 1e, right, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p =* 4.0 × 10^−4^). Together with previous work in mammals^9,21^, we conclude that rapid divergence is a common feature for pachytene piRNAs in both mammals and birds. Considering that avian genomes display a high degree of evolutionary stasis in nucleotide sequence, gene synteny, and chromosomal structure compared to mammalian genomes^22^, the shared feature of rapid divergence across mammals and birds suggests unifying principles driving pachytene piRNA evolution.

### piRNA loci are SV hotspots in birds and mammals

We decided to analyze the mutational events at pachytene piRNA loci over short evolutionary timescales using chickens as a model because the chicken genome is one-third the size of the human genome and includes a smaller fraction of TEs (10% vs 50%, respectively)^23^, which are less repetitive and therefore more tractable to work with both bioinformatically and experimentally. We sequenced six chickens from diverse breeds with distinct geographic distributions and specific traits (Supplementary Fig. 2b). 

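The deposited table of structural variants pools 6 roosters, 1 each of Araucana, White Leghorn, ACRB, Lueyang black-bone, Red Jungle Fowl and Tibetan chickens. The authors aligned the long reads to the galGal6 genome with NGMLR and called variants with Sniffles; Supplementary Data 1 gives a depth of 31.2 to 41.3 and mean reads of 9.79 to 24.0 kb per rooster. The table lists 1174798 calls, each with a type, a place, a length and the number of reads that carry it, and no column says which rooster carries a call. Calls with at least 10 such reads and a length from 50 bp to 100 kb were kept; the minimum of reads is the paper's and the upper length was chosen here. The paper also required duplications, inversions and deletions to be found by SVIM, whose calls were not analysed here, so these 3 types hold calls that the paper left out. Duplications rest on a median of 18 reads (quartiles 13 to 30), inversions on 20 (13 to 36), deletions on 35 (20 to 72) and insertions on 43 (21 to 95), over the 6 birds together.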

To capture structural variations (SVs, mutations affecting ≥ 50 bp) with high resolution and fidelity^24,25^, we used Oxford Nanopore Technologies (ONT) long-read sequencing and achieved a depth of > 31× coverage per chicken, an average ONT-read length of 17 ± 6 kb, an average mappability of 95 ± 1%, an error rate of 14 ± 2% (Supplementary Data 1), and a total of 17,321 ± 777 SV events per domestic chicken compared to the reference genome from undomesticated wild chickens (Fig. 2a, b and Supplementary Fig. 2c). Pachytene piRNA loci constitute 0.98% of the chicken genome^26^, but larger frequencies of SVs occur at pachytene piRNA loci: 12.4% of tandem duplications (189 out of 1526), 19.4% of inversions (26 out of 134), 1.7% of deletions (314 out of 18,721), and 1.2% of insertions (165 out of 13,442) overlapped with piRNA loci (Fig. 2a, iii). 

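Duplications and inversions fall in pachytene piRNA loci far more often than deletions and insertions do. In the pooled calls, 644 of 2473 duplications overlap a locus (26.0%, 95% interval 24.3 to 27.8), as do 315 of 886 inversions (35.6%, 32.5 to 38.8), 875 of 19895 deletions (4.40%, 4.12 to 4.69) and 165 of 13442 insertions (1.23%, 1.05 to 1.43). These binomial intervals treat each call as independent, though many calls share a locus, and they measure no spread over loci or birds. The loci cover 10.2 Mb, 0.959% of the summed sequence lengths, each taken as the largest coordinate in the files. Rearrangements in loci are long: the median duplication in a locus spans 10228 bp and the median duplication elsewhere 1234 bp, with 18897 and 8729 bp for inversions and 7558 and 152 bp for deletions. Counted by locus, 160 piRNA loci (12.1%) carry a duplication, 74 an inversion, 224 a deletion and 105 an insertion. A long call has a larger chance of touching a locus, which the shuffled calls share, since they keep their lengths.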

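Set against calls moved at random along their own chromosome, duplications overlap pachytene piRNA loci 7.40 times as often, inversions 6.83 times and deletions 2.89 times. The shuffled means are 87.1 duplications (95% of shuffles from 70 to 105), 46.1 inversions (35 to 59) and 303 deletions (271 to 336). Insertions number close to the shuffled mean of 161 (138 to 186), with a ratio of 1.02. In a 1-sided permutation test with 10000 shuffles, p is 0.0001 for each of the 3 rearranged types, the smallest value that this number of shuffles allows, and 0.389 for insertions. The insertion result turns with the calls kept: the ratio is 1.17 with at least 5 reads (permutation p = 0.0105) and 0.797 among calls with precise breakpoints (p = 0.0197 for depletion).

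**Figure D1:**
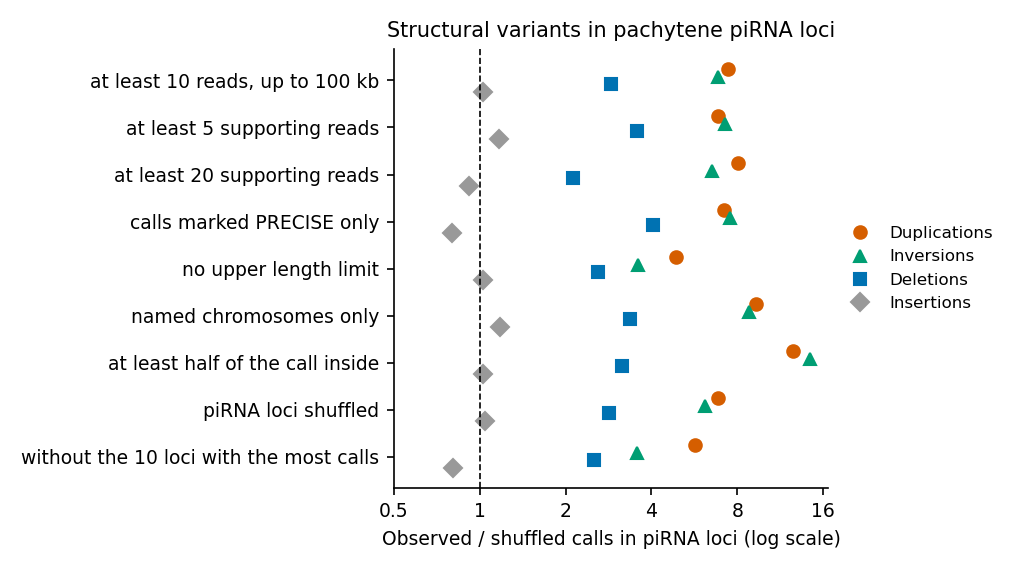
Ratio of observed to shuffled calls in piRNA loci (horizontal axis, log scale, no unit) for each of 4 variant types under 9 ways of choosing or shuffling the calls (vertical axis); each point is 1 ratio and the dashed line marks a ratio of 1. Duplications, inversions and deletions stay right of the line in each, the lowest at 2.12, while insertions lie on both sides, from 0.797 to 1.17.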

We found that the enrichment of tandem duplications, inversions, and deletions (SVs in piRNA loci vs. a set of control sequences by randomly shuffling SVs on the same chromosome that fall into piRNA loci, one-tailed permutation test, *p <* 1.0 × 10^−4^, Fig. 2c), but not insertions (*p =* 0.38), were significant in piRNA loci. Such enrichments of SVs were not seen at the lncRNA genes (Supplementary Fig. 2d). 

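In long noncoding RNA genes, duplications and inversions are rarer than after shuffling, while deletions and insertions are slightly more frequent. Of the duplications 851 overlap such a gene against a shuffled mean of 1001 (ratio 0.850), and of the inversions 295 against 423 (0.698); both have p = 0.0001 for depletion in the permutation test. Deletions number 5423 against 5148 (1.05) and insertions 3283 against 3023 (1.09), each with permutation p = 0.0001 for enrichment. These genes cover far more of the sequence than piRNA loci do. Ratios as high as those of duplications and inversions in piRNA loci could therefore not arise here. The genes are the annotated noncoding and the assembled transcripts named in the quantification files, whose coding potential was not tested and which cover 23.2% of the sequence, and this test was chosen after the data were seen. Among the annotated RefSeq transcripts alone, deletions (0.907) and insertions (0.896) are depleted too (permutation p = 0.0001 each) and the depletion of inversions no longer passes (0.888, p = 0.0561).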

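Regions called as hotspots of structural variants are most numerous on the small chromosomes, where the density is read at a finer spacing. A kernel density of call midpoints, compared with 1000 random placements per sequence, gives 393 hotspots over 44.6 Mb (4.19% of the sequence), which hold 7302 of 36696 calls (19.9%); 12 of them hold no call midpoint, since the density is read at spaced points, and 1 of these begins past the last coordinate of its chromosome. Chromosomes 1 to 12 carry 123 of them, chromosomes from 13 upward, where the density has a narrower bandwidth, 201, the sex chromosomes 19 and unplaced sequences 50. Duplications (53.1%) and inversions (52.4%) lie in hotspots more often than deletions (18.5%) and insertions (13.7%). The hotspot with the most calls, 379 on chromosome 2 from 130629272 to 131507726, spans the heat shock factor gene HSF1; the next is the start of chromosome 1, up to 1935122, with 373 calls. The third is the far end of chromosome 1 (195673319 to 197606833, 217 calls), which holds the beta-globin genes HBBA, HBBR and HBE, and the others are the end of chromosome 4 (90579610 to 91315240, 217 calls) and chromosome 2 from 148198348 to 149662437 (177 calls). The number depends on the threshold: at p up to 0.01 the density gives 645 hotspots.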

We defined 192 SV hotspots, which account for 1.1% of the chicken genome and include 7.7% of SVs. 

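Pachytene piRNA loci lie in the 393 hotspots called here 2.37 times as often as shuffled loci. Of the loci, 168 (12.7%) overlap a hotspot, against a mean of 70.8 (95% of shuffles from 55 to 87) when the loci are moved along their own chromosome. Of the 5 hotspots with the most calls, which are wide, the start of chromosome 1 holds 12 loci and its far end 7; there are 6 in the hotspot near the end of chromosome 2 and 2 at the end of chromosome 4, while the hotspot at HSF1 holds none. The 1-sided permutation p is 0.0001, the smallest that 10000 shuffles allow. Under the other thresholds, bandwidths and call sets tried, the ratio runs from 1.92 to 2.56. The bandwidths test little: on chromosome 1 the density is read at points 386.7 kb apart, far above the bandwidth of 2 kb, doubled or halved.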

Chicken pachytene piRNA loci are significantly overlapped with these SV hotspots (Pachytene piRNA loci overlapping with SV hotspots vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome that overlap with SV hotspots, one-tailed permutation test, *p =* 3.0 × 10^−4^, Supplementary Fig. 2d). Thus, with non-random distribution of SVs in the chicken genome, chicken piRNA loci represent SV hotspots.

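A few large piRNA loci carry many variants, and the crowding does not end with them. Locus 15, at the start of chromosome 23 (79002 to 145994), carries 28 duplications, 30 inversions and 25 deletions, and its neighbour locus 116 (41014 to 51990) 28 inversions. Locus 26 on chromosome 1 (2518011 to 2557991) carries 44 inversions and 20 duplications, locus 6 on chromosome 14 (14609001 to 14648918) 27 deletions and 20 duplications, and locus 49 on chromosome 5 (55107023 to 55140997) 21 duplications and 20 deletions. Locus 215 on chromosome 2 (40581335 to 40598956) has 16 duplications, locus 7 on chromosome 8 (8429011 to 8475982) 23 inversions, locus 44 on chromosome 33 (3934068 to 4204997) 23 deletions and 14 inversions, and locus 164 near the start of chromosome 1 (20002 to 66980) 17 deletions. None of these 9 loci overlaps a protein-coding transcript, nor does any other locus on a sequence with a gene. The 10 loci with the most calls of a type hold 25.5% of the overlaps of duplications, 52.4% of those of inversions and 19.8% of those of deletions. Without these 10 loci, a test chosen after the data were seen, duplications remain at 5.69 times, inversions at 3.56 times and deletions at 2.52 times the shuffled mean (permutation p = 0.0001 each). From this crowding the paper concludes that chicken piRNA loci are hotspots of structural variation.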

**Fig. 2:**
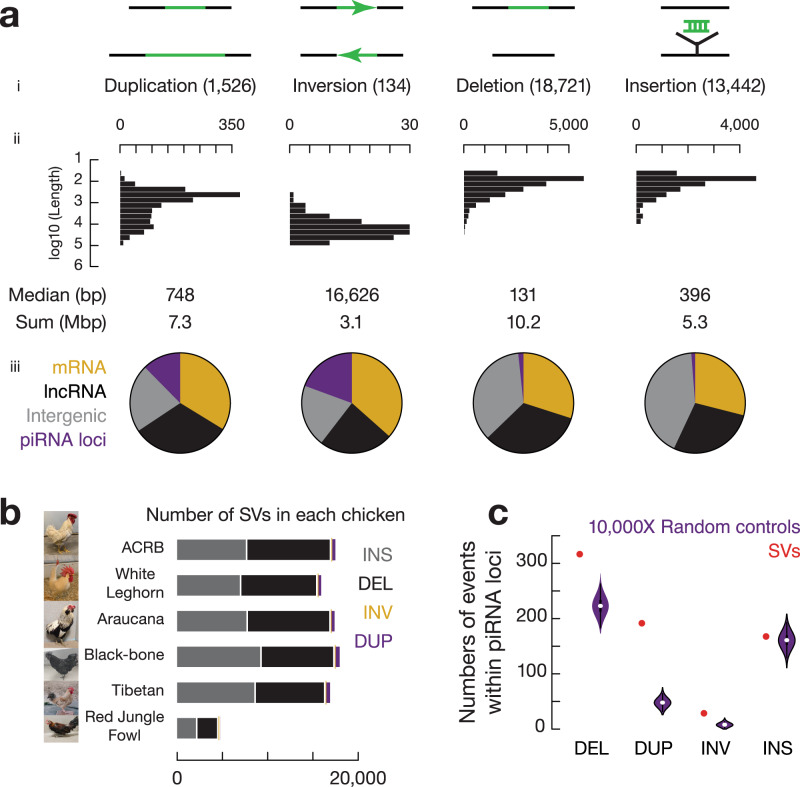
Chicken piRNA loci are SV hotspots. **a** The landscape of SVs in chickens. (i) Quantity of each type of SV, (ii) density plots showing their length distributions, and (iii) pie chart showing their overlapping genomic regions. **b** Bar plots of the quantity of SVs in each chicken. INS, insertion; DEL, deletion; INV, inversion; DUP, tandem duplication. The Red Jungle Fowl had a significantly lower number of SVs compared to that of domesticated chickens (Z score = −15.9). Given our Red Jungle Fowl is from the same population selected for reference genome sequencing, the 4934 SVs detected in Red Jungle Fowl likely underrepresented the level of genetic diversity in the wild chicken population. **c** The number of SVs (red) and randomly shuffled control sequences (purple) falling into the piRNA loci (*n* = 1321). Violin plots represent the randomly shuffled control sequences that were computed 10,000 times.

To test the impact of SVs at piRNA loci on piRNA polymorphisms, we sequenced small RNAs individually in a pool of chickens from the six chicken breeds (3–5 biological replicates for each breed). 

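The piRNA loci that carry insertions are among those with high piRNA abundance. Loci 6 (chromosome 14), 64 (chromosome 3, 101681153 to 101740999), 32 (chromosome 9, 3556052 to 3598988) and 96 (chromosome 8, 9286001 to 9300999) take 5 insertions each and locus 15 takes 4; the 10 loci with the most hold 24.2% of the overlaps. The 105 loci with an insertion have a median abundance of 547966 in the authors' deposited abundance table, against 18235 for the others, 1.48 apart on the log10 scale (2-sided permutation p = 1e-05, the smallest that 100000 permutations allow). The median insertion in a locus is 205 bp long and rests on 28 reads, against 109 bp and 44 reads elsewhere. Per kb of locus, a test chosen after the data were seen, the difference falls to 0.318 (permutation p = 0.0144). The abundance column names no bird, so the table does not show what an insertion adds in the bird that carries it.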

Although insertions are not significantly enriched at piRNA loci compared to bulk genomes (Fig. 2a, c), we found that the 165 novel insertions into piRNA loci add new sequences to piRNA pools (Supplementary Fig. 3a, b). SVs in piRNA loci are also associated with changes of piRNAs in expression dosage (Fig. 3a), sense/anti-sense orientation (Fig. 3b), and relative abundance of different piRNA species (Fig. 3c). We quantified the individual variance of piRNA abundance, strand bias, and Shannon diversity index measurements and found that SV regions within piRNA loci displayed significantly higher variance than piRNA loci lacking SVs (SV regions vs. loci without SVs, two-tailed Wilcoxon signed rank test, *p ≤* 3.0 × 10^−8^, Fig. 3d, Supplementary Fig. 3c). Therefore, overlapping with SV hotspots correlates with the rapid divergence of piRNAs.

**Fig. 3:**
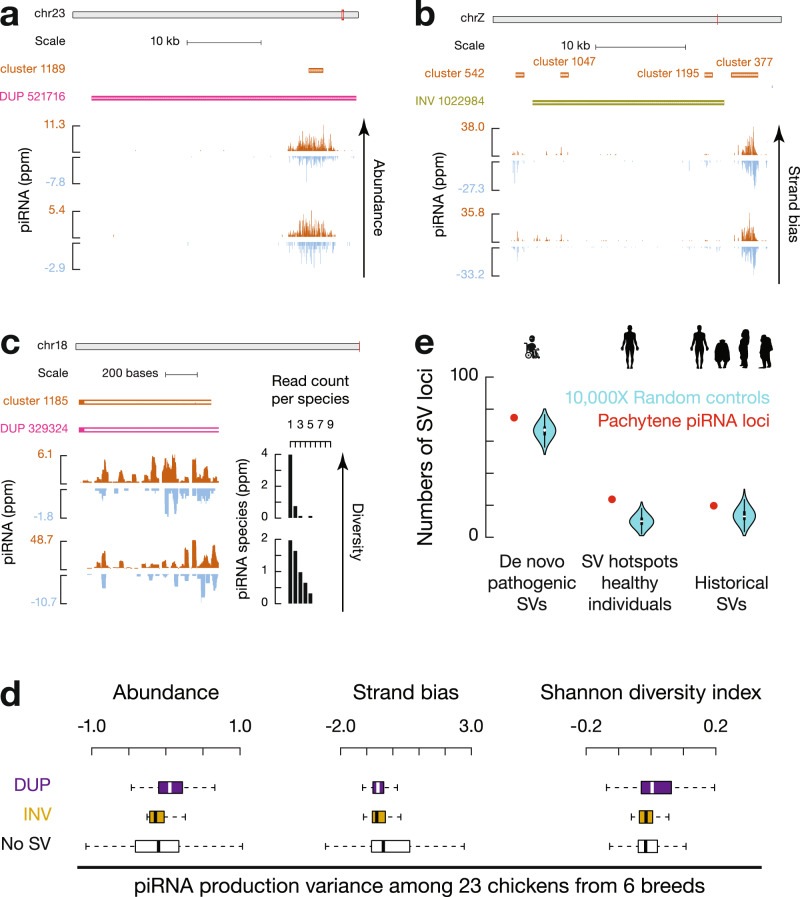
Conserved mechanisms to achieve piRNA plasticity. **a** Example of a duplication overlapping with a piRNA locus and its piRNA abundance from two chicken individuals. Blue represents Watson strand mapping reads; Red represents Crick strand mapping reads. Ppm, parts per million. **b** Example of an inversion overlapping with two piRNA loci (cluster 1047 and cluster 1195) along with their nonoverlapping control piRNA loci (cluster 542 and cluster 377) and their piRNA abundance from two chicken individuals. Blue represents Watson strand mapping reads; Red represents Crick strand mapping reads. Ppm, parts per million. **c** Example of a duplication overlapping with a piRNA locus. (Left) piRNA abundance from two chicken individuals. Blue represents Watson strand mapping reads; Red represents Crick strand mapping reads. Ppm, parts per million. (Right) piRNA species abundance from the two chicken individuals that have read counts of 1 to 9. **d** Box plots of piRNA variance of Abundance (left), Strand bias (middle), and Shannon diversity index (right) among 23 chickens from 6 breeds. Box plots show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values. **e** Number of human pachytene piRNA loci (red) and randomly shuffled control sequences (aquamarine) overlapping with SV hotspots within de novo pathogenic SVs detected in patients (left), healthy human populations (middle), and historical SVs in the common ancestor of humans and great apes (right). Violin plots represent the medians of randomly shuffled control sequences that were computed 10,000 times.

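The 3 example variants of this figure are in the pooled call table. The duplication of panel a matches a call on chromosome 23 from 5817561 to 5835446 (17886 bp, 21 reads, breakpoints marked imprecise) that contains a piRNA locus (5829006 to 5830987) and overlaps MYOM3, which encodes a protein of the sarcomere. The inversion of panel b is a precise call on chromosome Z from 64299115 to 64318011 (18897 bp, 49 reads) that contains loci 1047 and 1195 and lies 25.8 kb from the nearest protein-coding transcript. Its controls, loci 542 (64296001 to 64296973) and 377 (64320002 to 64322993), lie outside it, and each overlaps 1 other inversion call. Panel c shows a duplication of 485 bp on chromosome 18 (11372616 to 11373100, 25 reads) across the edge of a locus that runs from 11372020 to 11372999. The call table gives no genotype, so the birds that carry each variant were not compared.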

We next asked whether the association between SV hotspots and piRNA loci was avian-specific or common to all amniotes. To distinguish these two possibilities, we analyzed the 278 SV hotspots recently discovered using long-read sequencing from 35 healthy human individuals from 25 human populations^27^. Pachytene piRNA loci (Supplementary Fig. 3d, right, SV loci vs. a set of control sequences by randomly shuffling SV loci on the same chromosome, one-tailed permutation test, *p* = 1.5 × 10^−3^), but not pre-pachytene piRNA loci (Supplementary Fig. 3d, left, *p* = 0.16), significantly overlapped with human SV hotspots (Fig. 3e, middle, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* < 1.0 × 10^−4^). The high mutation rate of SVs at human pachytene piRNA loci explains previously reported low conservation scores and increased copy number variations among mammals^7,28^, indicating that, like chicken piRNA loci, human pachytene piRNA loci are also SV hotspots. Thus, the high local mutation rate of SVs serves as a conserved force contributing to the rapid divergence of pachytene piRNAs across amniotes.

### Convergent evolution of piRNA loci overlapping with SV hotspots

We envision three possible mechanisms resulting in the association between piRNA loci and SV hotspots (Fig. 4a): (1) piRNA loci and SV hotspots originated independently, and their overlap is adaptively selected for through convergent evolution under common selective pressures (convergence hypothesis); (2) SV hotspots appear first and increase the chance of genomic regions to evolve into piRNA loci (mutation hypothesis); and (3) conserved molecular machinery links piRNA biogenesis to SV formation (conservation hypothesis), with either the production of piRNAs leading to genetic instability or the DNA damage of SVs triggering piRNA production. The “convergence” and “conservation” hypotheses predict that ancient piRNA loci should harbor more mutations than recent piRNA loci, while the “mutation” hypothesis predicts that all these piRNA loci should carry similar mutation levels because both recent piRNA loci and ancient piRNA loci arose from existing SV hotspots. Among the 88 human pachytene piRNA loci, the 29 loci shared with other eutherians carry more polymorphisms than the 43 primate-only piRNA loci and 16 human-specific piRNA loci^7^. Furthermore, only the human-specific piRNA loci significantly overlapped with SV hotspots (Supplementary Fig. 4a, left, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* < 1.0 × 10^−4^), probably due to the selection to eliminate SVs over evolutionary time. Altogether, our data suggest that the association between piRNA loci and hotspots has survived long-term selection, and with young and old piRNA loci carrying different mutation levels, our data rule out the “mutation” hypothesis.

**Fig. 4:**
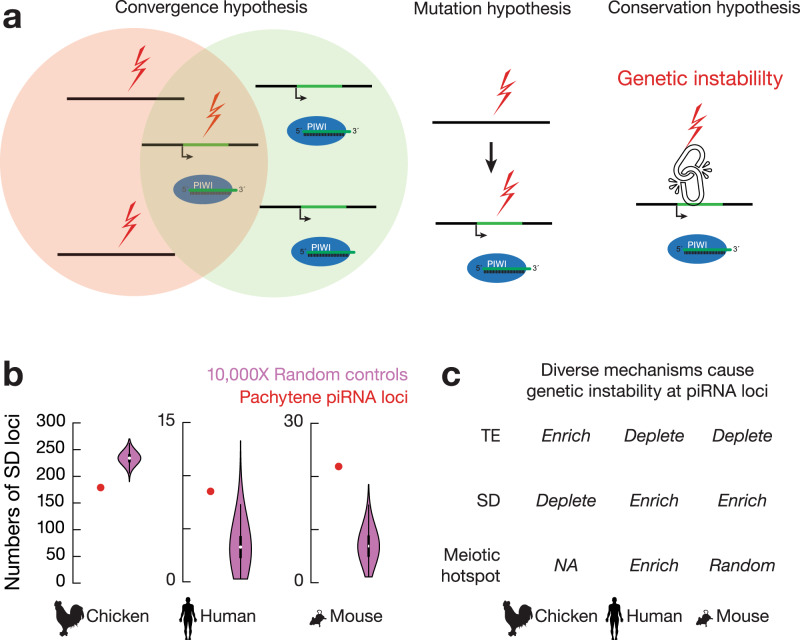
Convergent evolution drives the association between SV hotspots and pachytene piRNA loci. **a** Three models explain the association between pachytene piRNA loci and SV hotspots. **b** Number of pachytene piRNA loci (red) and randomly shuffled control sequences (magenta) overlapping with SDs from chickens (*n* = 861), humans (*n* = 3802), and mice (*n* = 659,775). Violin plots represent the medians of randomly shuffled control sequences that were computed 10,000 times. **c** Summary of diverse mutational mechanisms contributing to genetic instability at pachytene piRNA loci.

There is no general association between SV hotspots and piRNA loci, as only a subset of SV hotspots produces piRNAs in chickens and humans (Supplementary Fig. 4b), which is inconsistent with the “conservation” hypothesis and suggests that no piRNA biogenic machinery recognizes SVs. 

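Most chicken hotspots hold no pachytene piRNA locus. Of the 393 regions, 83 (21.1%) overlap at least 1 locus and 310 overlap none, 298 of which hold a call. The share differs by chromosome: 51 of 123 regions on chromosomes 1 to 12 and 9 of 19 on the sex chromosomes hold a locus. From chromosome 13 upward 20 of 201 do, and on unplaced sequences 3 of 50. The regions there are narrower, with median widths of 21.3 and 3.96 kb, against 179 kb on chromosomes 1 to 12. On chromosomes 1 to 5 and Z, where 779 of the loci lie, 42 hotspots are without a locus. The share with a locus stays between 17.5% and 23.7% under the other thresholds, bandwidths and call sets tried. Of these the bandwidths can change little, since on chromosome 1 they lie far below the spacing of the density points. From the piRNAs that hotspots produce, the paper proposes that piRNA machinery does not recognise structural variants.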

To test the possibility that the generation of piRNAs makes their production loci unstable, we analyzed 3´UTR piRNAs, a class of piRNAs that derive from a subset of protein-coding mRNAs and function in fine-tuning protein levels rather than silencing active TEs^29^. This class of piRNAs shares the same biogenic mechanisms as piRNAs derived from lncRNAs encoded from piRNA loci^29^. We found that chicken SVs are not significantly increased in these genic piRNA regions (Supplementary Fig. 4c, SV loci vs. a set of control sequences by randomly shuffling SV loci on the same chromosome, one-tailed permutation test, *p* ≥ 0.34), nor are they significantly increased compared to SVs falling into all protein-coding genes (χ^2^, *p* = 0.40). Ruling out the possibility that negative selection eliminates the outcome of SVs in protein-coding regions and only keeps the outcomes with efficient repair despite increased genetic instability, these genic piRNA regions do not exhibit increased nucleotide divergence with a similar high conservation score as other protein coding genes (Supplementary Fig. 2a, genic piRNA vs. mRNA gene, two-tailed Wilcoxon signed rank test, *p* ≥ 0.46). Thus, neither piRNA production itself increases genetic instability nor do SVs trigger piRNA production. Therefore, our data rule out the “conservation” hypothesis.

To test whether SV hotspots originate independently, we traced the mutational mechanisms of piRNA loci across species. Considering that TEs and segmental duplications (SDs, over 1 kb size, > 90% identity) are prone to form SVs^30–32^, we found that chicken piRNA loci were significantly enriched for TEs compared to bulk sequences (Supplementary Fig. 4d, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* < 1.0 × 10^−4^) but were depleted for SDs (Fig. 4b, left, piRNA loci *vs.* a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* < 1.0 × 10^−4^). In contrast, while human pachytene piRNA loci are relatively depleted of TEs^7,33^, they were significantly enriched with SDs^34^ (Fig. 4b, middle, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* = 8.5 × 10^−3^). Although SDs in humans and mice have distinct distributions^35^, mouse pachytene piRNA loci are also significantly enriched for SDs (Fig. 4b, right, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* < 1.0 × 10^−4^). Furthermore, we found that human pachytene piRNA loci (Supplementary Fig. 4e, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* = 1.3 × 10^−3^), but not mice pachytene piRNA loci (Supplementary Fig. 4e, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* = 0.28), are significantly overlapped with meiotic double-strand break (DSB) hotspots. 

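Insertions of transposable elements (TEs) in piRNA loci number close to the count at shuffled sites. All 523 TE insertions that the authors list match a call of the table, and 5 lie in a piRNA locus, against a shuffled mean of 4.52 (95% of shuffles from 1 to 9; ratio 1.11, 1-sided permutation p = 0.466). They lie in locus 6 (318 bp, 30 reads), locus 74 on chromosome 17 (272 bp, 68 reads), locus 204 on chromosome 2 (367 bp, 15 reads), a locus on chromosome 1 at 111065333 (216 bp, 57 reads) and locus 381 on chromosome 21 at 5716731 (5532 bp, 69 reads). The median distance from a TE insertion to the nearest locus is 508 kb, and 554 kb at shuffled sites (473 to 639; permutation p = 0.136 for closer). With so few sites in loci, neither a depletion to 1 nor an enrichment to 9 can be told from shuffling. The paper takes the low number and the distance as ruling out transposition as a source of the instability.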

We also rule out the possibility that TE transposition activity contributes to instability at piRNA loci by demonstrating the low number of novel TE insertions at piRNA loci and the considerable distance between novel TE integration sites and piRNA loci in the chicken genome (Supplementary Fig. 4f). Similar random insertions of retrotransposons have been reported in humans^36^. Taken together, our data indicate that SV hotspots at piRNA loci in chickens, mice, and humans are formed independently, resulting from distinct mutational mechanisms (Fig. 4c). Thus, convergent evolution leads to the co-occurrence of SV hotspots and pachytene piRNA loci in the genomes of both birds and mammals.

### Silencing active TEs is a conserved function of pachytene piRNAs

To identify the common selective pressure that drives convergence, we revisited the broadly accepted notion that mammalian pachytene piRNAs function beyond TE silencing. This notion is derived from the significantly lower fraction of TE sequences found at piRNA loci (~20%) compared to the bulk genome with 30–50% TEs^7,37^. We reason that the lower fraction may be due to the high recombination rates of the SV hotspots rather than a lack of function in TE silencing. Indeed, active TEs in mice and humans (young and actively transposing, all belong to retrotransposons) are not depleted from pachytene piRNA loci compared to the rest of the genome with a fraction of 1.6% in mice and 1.0% in humans (Fig. 5a, human or mouse piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* ≥ 0.07) despite a general depletion of all TE fractions (*p ≤* 2.6 × 10^−2^) from piRNA loci. We, therefore, tested whether the small fraction of TE-piRNAs encoded by mammalian pachytene piRNA loci are required for TE silencing. To avoid affecting pre-pachytene piRNAs and avoid potential piRNA-independent effects of PIWI gene knockout^38^, we conditionally knocked out (CKO) the mouse piRNA biogenic gene, *Mov10l1*, in spermatocytes driven by *Neurog3-cre*^39,40^, which specifically abolishes pachytene piRNAs without affecting the piRNAs expressed at earlier stages^41^. We confirmed the previous findings that this mutant proceeds through meiosis normally (Supplementary Fig. 5a) and arrests at the round spermatid stage with 8±2 γH2AX foci in the *Mov10l1* mutant, whereas wildtype round spermatids lack any foci (Fig. 5b, one-tailed Student’s t-test, *p* < 2.2 × 10^−16^). The increased γH2AX foci detected at the round spermatid stage were attributed to TE-independent DNA damage, as no significant increase in TE expression was detected by qPCR^41^.

**Fig. 5:**
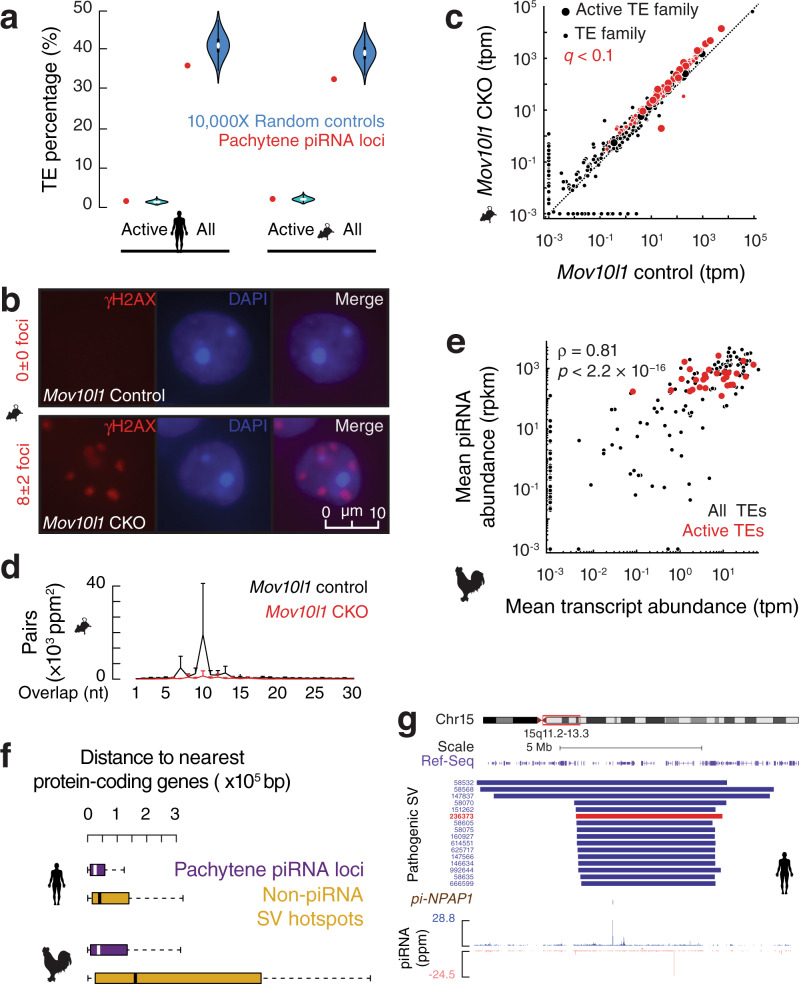
Silencing active TEs is a conserved function driving pachytene piRNA evolution. **a** The percentage of active TE sequences and total TE sequences in piRNA loci (red) and in randomly shuffled control sequences (aquamarine). Human *n* = 88, and mouse *n* = 100. Violin plots represent 10,000 randomly shuffled control sequences. **b** Immunofluorescence labeling of mouse round spermatids. γH2AX, marker for double strand breaks. The foci numbers were quantified from 90 round spermatids from three biological replicates. Scale bar, 10 µm. **c** Scatter plot of mean TE transcript abundance in *Mov10l1* CKO mutants versus that of littermate controls (*n* = 3). Each filled circle represents a TE family. Red, *q* value < 0.1. Each large circle represents an active TE family. Tpm transcript per million. **d** The 5′-5′ overlap between sense and anti-sense piRNAs mapping to TEs that are significantly increased in *Mov10l1* CKO mutants. Data are mean ± standard deviation (*n* = 3). Ppm parts per million. **e** Scatter plot of mean TE transcript abundance in 19 chickens from the 6 breeds versus mean TE piRNA abundance in 23 chickens from the 6 breeds. 30 active TE families (red). Rpkm reads per kilobase pair per million reads mapped to the genome. *p* value was calculated by Spearman’s rank correlation coefficient statistical test. **f** Box plots of the distance between SV hotspots and nearest protein coding genes in (upper) humans (piRNA *n* = 88, SV minus piRNA *n* = 269) and in (lower) chicken macrochromosomes (piRNA *n* = 779, SV minus piRNA *n* = 26). We only calculated the distance on macrochromosomes including chromosome Z in chickens where most of the piRNA loci localized (751/1321) because the assembly of microchromosomes has not been completed. *p* value is smaller than the threshold we can compute. Box plots show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values. **g** Example of a pachytene piRNA locus overlapping with 16 SVs deposited in ClinVar. From top to bottom: RefSeq, pathogenic SVs (each SV is labeled by its Variation ID, and Red is associated with autism spectrum disorder), and piRNA reads from adult human testes (Blue represents Watson strand mapping reads; Red represents Crick strand mapping reads).

Using RNA-seq, we found that while the expression of 83% of all TE families (1020 out of 1223) did not change, the expression of most active TE families (21 out of 24; 88%) was significantly increased in the *Mov10l1* CKO testes (Fig. 5c, large dots, *q* < 0.1)^42–46^. The derepression of active TEs was likely not detected in previous qPCR analyses^41^ because they were low throughput, using qPCR primers from TE consensus sequences that cannot distinguish active TEs from inactive TEs. Analysis of piRNAs from *Mov10l1* CKO testes revealed a significant decrease in piRNA-guided cleavage targeting these TEs, as measured by Ping-Pong signatures (Fig. 5d, one-tailed Student’s t-test, *p* = 3.5 × 10^−2^), indicating that TE derepression in *Mov10l1* CKO testes is due to a loss of piRNAs that target TEs. These TE-piRNAs are pachytene piRNAs because they are turned on during the pachytene stage and depleted in *Mov10l1* CKO mutants (Supplementary Fig. 5b), indicating that an essential role for the rare fraction of pachytene piRNAs to silence active TEs commences at the pachytene stage (Supplementary Fig. 5c).

To test whether silencing active TEs is also a function of chicken pachytene piRNAs, we developed a bioinformatics pipeline to define novel TE transpositions. 

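The TE insertions found among the insertion calls vary widely in length. Their median length is 3178 bp (51 to 12012), 248 are shorter than 1 kb and 165 longer than 5 kb, and they rest on a median of 25 reads (10 to 191). Of them, 130 (24.9%) lie in protein-coding transcripts, introns included, against a shuffled mean of 209 (ratio 0.623; 1-sided permutation p = 0.0001, the smallest that 10000 shuffles allow). The list names the family of each insertion through the authors' alignment, which was not repeated here.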

Among the 13,442 insertion events detected using ONT-sequencing (Supplementary Fig. 6) we identified 30 active TE families in chickens. All belong to retrotransposons, comprised of 29 endogenous retroviruses (ERVs) and one Chicken Repeat 1 (CR1, LINE superfamily). These TE families are abundantly transcribed, as detected by RNA-seq (Fig. 5e), and are translated in testes, as demonstrated by Ribo-seq (Supplementary Fig. 7a). 

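Testis RNA-seq of 13 distinct libraries from 5 chicken breeds was used here: 1 of ACRB and 3 each of Red Jungle Fowl, White Leghorn, Silkie and Tibetan, where the legend of Fig. 5e speaks of 6 breeds. The breeds follow the sample labels: ACRB was inferred from a label that gives a year and Red Jungle Fowl, which 2 of the files name outright, from one that gives a place, and Supplementary Data 1 lists a black-bone group of the same size and no Silkie. The authors quantified the reads with Salmon and deposited TPM values and estimated read counts; depth runs from 9146177 reads (White Leghorn replicate 4) to 28838485 (a Tibetan library). The files come in 2 formats, with transcripts numbered differently: ACRB, Red Jungle Fowl and 2 of the White Leghorn libraries have the first, the third White Leghorn library, Silkie and Tibetan the second. The 245 TE families and 79264 entries that both formats list were joined. Families were called active or inactive as Supplementary Data 1 marks them, 30 against 215, and levels were averaged within a breed and then over breeds. Red Jungle Fowl replicates 1 and 3 stand apart, with 5.20% and 6.01% of the TPM in protein-coding transcripts against a median of 20.5% over libraries.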

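Active TE families reach a median of 6.39 TPM in testis, and inactive families 0.0381 TPM. Among the active families, 26 of 30 exceed 1 TPM, and among the inactive ones 66 of 215. The LINE family CR1-F2 is the highest with a mean of 78.6 TPM; it stands at 208 ± 83.0 TPM in Tibetan and 141 ± 57.6 in Silkie testes, 22.6 ± 11.6 in White Leghorn and 9.26 ± 3.72 in Red Jungle Fowl (mean ± SD, n = 3 each), and at 12.3 in ACRB, where locus 699 takes 52.4% of the TPM. The rank of CR1-F2 rests on Silkie and Tibetan: GGLTR10B_LTR stands above it in ACRB (68.1 TPM), White Leghorn (57.3) and Red Jungle Fowl (25.0). All Silkie and Tibetan libraries have the second file format, and with the format as a covariate the breed difference of CR1-F2 does not pass (edgeR adjusted p = 0.2845, 0.0109 without). The endogenous retrovirus repeats GGLTR10B_LTR (42.9), ERV2-13_GG-LTR (40.4), Soprano_LTR (32.9, with 244 in Red Jungle Fowl replicate 1) and GGLTR3B5 (28.1) follow, and Soprano_I (0.0496), RSV_LTR (0.323, read in ACRB alone), ERV2-13_GG-I (0.755), GGERVK1 (0.771) and Birddawg_I (1.54) are the lowest. Inactive families reach similar heights in GGLTR4B (56.6), CR1-B2 (46.1) and Hitchcock_LTR (33.9). The medians lie 2.12 apart on the log10 scale (2-sided permutation test over families, p = 1e-05, the smallest that 100000 permutations allow). Against the 52 inactive LTR families, whose median is 5.44 TPM, the 29 active LTR families show no difference past the threshold (0.00984, permutation p = 0.984). The inactive DNA transposons and SINEs have a median of 0.

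**Figure D2:**
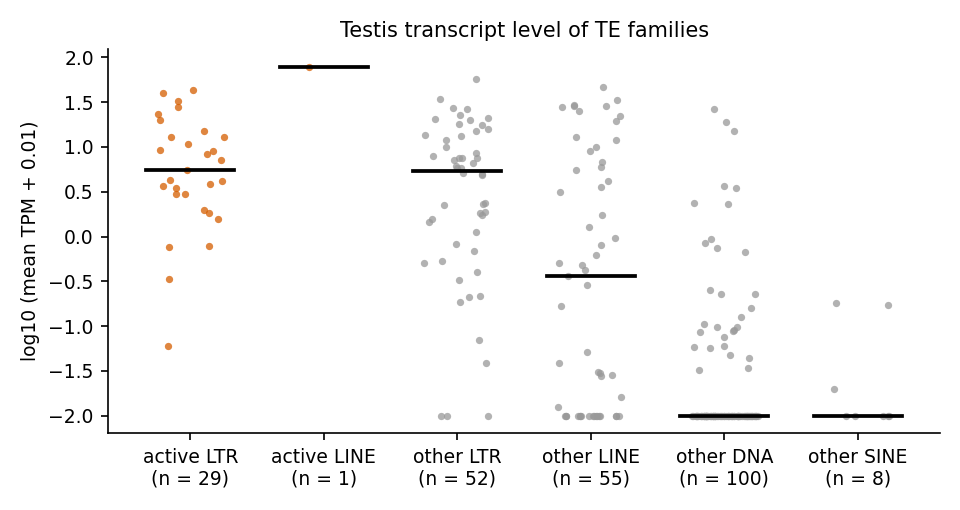
Level of each TE family (vertical axis, log10 of mean TPM plus 0.01) by class and activity (horizontal axis); each point is 1 family, averaged over 5 breeds, and black bars are medians. Active LTR families overlap the other LTR families, and most of the other DNA and SINE families lie at the floor.

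**Figure D3:**
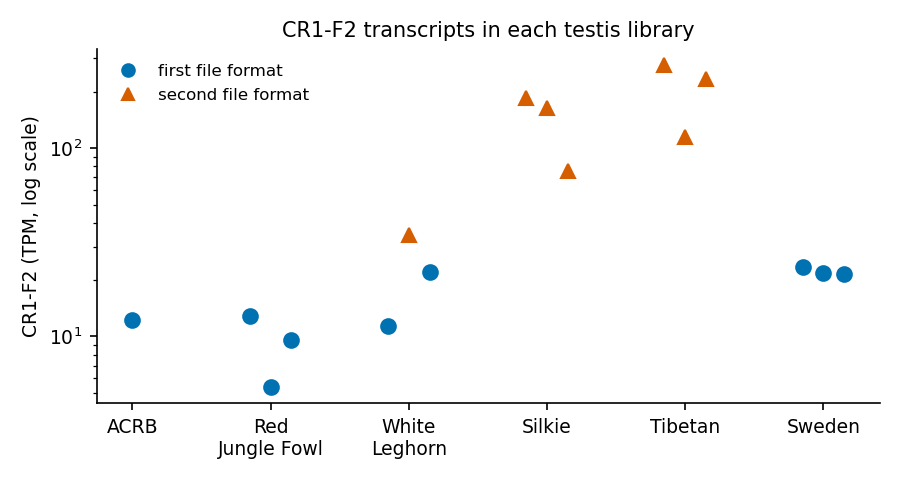
CR1-F2 level (vertical axis, TPM on a log scale) in each testis library by breed (horizontal axis); each point is 1 library, with circles for the first file format and triangles for the second. Silkie and Tibetan libraries lie between 76.0 and 276 TPM and all others at 34.6 TPM or below.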

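No higher variation between libraries was found in active than in inactive TE families once the level is taken into account. Soprano_LTR, GGERV10_LTR, CR1-F2, GGERV10_RT and EAVHP_LTR vary the most for their level among the active families; the first 2 peak in Red Jungle Fowl replicate 1 (244 and 102 TPM), GGERV10_RT in replicate 2 (7.43 TPM), CR1-F2 and EAVHP_LTR in Tibetan libraries (276 and 36.8 TPM). Of 26 active families with a median over 0.1 TPM, 8 vary more than families of their level do, and of 74 inactive families 33 do. The medians of the residual of the coefficient of variation differ by -0.0838 (active minus inactive, 2-sided permutation p = 0.576). Within the first file format alone the difference is 0.0648 (permutation p = 0.424) and within the second 0.0383 (p = 0.264). Among LTR families alone, the active ones vary less (-0.314, permutation p = 0.013). Over all classes, without Red Jungle Fowl replicate 1, the difference is 0.0241 (permutation p = 0.727).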

Consistent with their genomic polymorphisms (Supplementary Fig. 7b), the 30 active TE families displayed significantly higher expression variation among individuals than inactive TE families that are not transposing but still expressed in testes (Supplementary Fig. 7c). These 30 active TE families have invaded the chicken genome recently (Supplementary Fig. 7d, e), with an estimated median of 21.5 million years ago. Although only 2.4% of chicken pachytene piRNA loci encode active TEs, all active TE families are robustly targeted by pachytene piRNAs (Fig. 5e and Supplementary Fig. 7f, g). Therefore, silencing active TEs, commencing at the pachytene stage of germ cell development, is a conserved function for pachytene piRNAs. As active TEs are widespread^47^, young in the genome^26,48,49^, and highly detrimental without control^49^, the lineage-specific positive selection to silence active TEs acts as the second conserved force, together with the high level of local SV mutations that provide the evolutionary “substrate”, driving rapid divergence of pachytene piRNAs across amniotes to counter retrotransposon invasion and variation (Supplementary Fig. 5c).

### An adaptive balance between providing piRNA variations and detrimental SVs

In humans, SVs have been implicated in a number of heritable diseases, such as developmental delay, schizophrenia, and autism^50–54^. 

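All 4 variant types are rarer in protein-coding genes than shuffled calls are. Inversions show the largest deficit, with 276 in genes against a shuffled mean of 430 (ratio 0.642). Duplications number 986 against 1120 (0.880), insertions 4845 against 5438 (0.891) and deletions 7742 against 8339 (0.928). The 1-sided permutation p for depletion is 0.0001 for each, the smallest that 10000 shuffles allow. Of the 886 inversions 315, and of the 2473 duplications 644, overlap piRNA loci, which themselves overlap no coding transcript. Crowding there can by itself lower the counts of these types in genes. Calls outside the loci were not tested alone, so for duplications, inversions and deletions a deficit apart from such crowding cannot be read from these values. Insertions do not crowd in the loci (165 against a shuffled mean of 161), which argues against crowding as the source of their deficit in genes. Genes are the whole spans of coding transcripts, introns included, named with galGal6 places in the quantification files; they cover 41.1% of the sequence.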

In both humans^27^ and chickens (Supplementary Fig. 8a), SVs are mostly depleted in protein-coding regions, indicating their deleterious impact on protein function. To understand why SV hotspots localizing at piRNA loci have not been eliminated by negative selection, we hypothesized that either the location of piRNA loci shields protein-coding genes from SVs or the function of generating polymorphic piRNAs balances the detrimental effects of SVs. To distinguish between these two possibilities, we asked whether piRNA loci are safe havens far away from protein-coding genes. While human SV hotspots are reported to localize at gene-poor regions^33^, we found that in both humans and chickens, protein-coding genes localize as close to piRNA loci as they do to randomly shuffled control sequences (Supplementary Fig. 8b). 

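Protein-coding genes lie farther from pachytene piRNA loci than from shuffled loci. The median distance from a gene to the nearest locus is 524 kb, against 317 kb to shuffled loci (1-sided permutation p = 0.0005, the smallest that 2000 placements allow). Each shuffled locus was placed independently, while real loci can lie in groups, such as the 12 in the hotspot at the start of chromosome 1. Grouping by itself lengthens this distance, so the test cannot tell it from an avoidance of genes. Measured from the locus, the median distance to the nearest gene is 21.4 kb, against 6.86 kb for shuffled loci (4.27 to 9.87, permutation p = 0.0001). The mean distances are closer, at 80.5 and 69.5 kb. None of the 1310 loci on sequences with a gene overlaps a coding transcript, whereas 540 shuffled loci (41.2%) do on average. The paper calls the loci intergenic and treats coding genes that make piRNAs as a separate class. The lack of overlap may thus follow from how the loci were chosen, while shuffled loci were not kept off genes. The longer median distance from loci cannot be told apart from that choice. On chromosomes 1 to 5 and Z, which were looked at after the data were seen, as were these distances as a whole, the medians are 470 and 340 kb (permutation p = 0.0005) from genes and 27.1 and 11.9 kb (p = 0.0001) from loci.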

Compared to other SV hotspots that do not produce piRNAs, we found that piRNA loci are significantly closer to protein-coding genes in both humans and chickens (Fig. 5f, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* = 1.0 × 10^−3^ and *p* = 2.9 × 10^−3^), indicating that SVs originated from piRNA loci are more likely to impair protein functions than other SV hotspots. 

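On the large chromosomes, pachytene piRNA loci lie closer to protein-coding genes than the midpoints of hotspots without a piRNA locus do. On chromosomes 1 to 5 and Z, 779 loci have a median distance of 27.1 kb to the nearest gene and 42 hotspot midpoints 75.8 kb, a difference of -0.447 on the log10 scale (2-sided permutation p = 0.00958). Measured from the whole hotspot, 27 of the 42 overlap a gene and the median is 0, which turns the direction. Over all sequences, hotspot midpoints lie 0.488 kb from a gene, closer than the loci (permutation p = 1e-05). These tests were chosen after the data were seen, and the distance depends on how the width of a hotspot is counted. From its own comparison the paper proposes that variants arising in piRNA loci endanger protein function more than those of other hotspots.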

To test whether the SVs originating from piRNA loci have any biomedical consequence, we annotated the 1349 *de novo* pathogenic SVs deposited in the ClinVar database from patients with substantial developmental and cognitive disorders (such as autism spectrum disorder). We found that these *de novo* pathogenic SVs, which originate in germ cells as they are usually too devastating to pass down to offspring, overlap with human pachytene piRNA loci significantly more than expected by chance (Fig. 3e, left, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* = 8.5 × 10^−3^). The multiple pathogenic *de novo* SVs on 15q provide a compelling example for this overlap (Fig. 5g). Consistent with their pathogenic effects, we found that these SVs are only enriched in young piRNA loci (Supplementary Fig. 4a, right, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* < 1.0 × 10^−4^), suggesting that they will not survive long-term selection. Our results suggest that pachytene piRNA loci are more deleterious than other SV hotspots and that the function of SV hotspots in protecting genome integrity by generating novel piRNAs makes the pathogenetic effects of SVs originating from piRNA loci in the soma tolerable.

To test whether the selection for silencing active TEs maintains deleterious pachytene piRNA loci over evolutionary time, we analyzed the 17,789 historical SVs identified by comparing great ape genomes with human genomes^55^. Although these genomic regions no longer generate SVs in the human population, these regions have generated SVs in the common ancestors of humans and great apes. We found that these historical SV regions are not enriched for pachytene piRNA loci (Fig. 3e, right, piRNA loci vs. a set of control sequences by randomly shuffling piRNA loci on the same chromosome, one-tailed permutation test, *p* = 0.14). We compared the active TE fractions in historical SV regions with those in current human SV hotspots and found that historical SVs (deletions and inversions in great apes) are completely depleted of active TEs with a median number of 0%, while current human SV hotspots harbor a median number of 1.5% active TEs (Supplementary Fig. 8c, historical SV regions vs. current SV hotspots, two-tailed Wilcoxon signed rank test, *p* < 2.2 × 10^−16^). Thus, our result suggests historical SV hotspots that are no longer able to produce piRNAs to silence active TEs have been eliminated during human evolution. Furthermore, considering that 30 active TE families invaded the chicken genome after chickens and ducks diverged, the negative selection explains why ancient piRNA loci in their common ancestors no longer exist, otherwise piRNA loci targeting ancient TEs would accumulate. Thus, negative selection to purge deleterious SV hotspots acts as the third conserved force that underlies the rapid turnover of piRNA loci (Supplementary Fig. 5c).

## Discussion

Here, using comparative genomic approaches, we have uncovered three forces underlying the rapid evolution of mammalian piRNA loci: high mutation rate, positive selection, and negative selection, reminiscent of the forces driving T cell and B cell maturation, whose maturation undergo VDJ recombination, positive selection for binding to their ligands, and negative selection for binding to self-antigens. While it is believed that TE surveillance mechanisms are set up prior to the pachytene stage through pre-natal and pre-pachytene piRNAs, DNA methylation, and histone modification in mammals^37,56–58^, we show that, upon the threat of active TEs, these early protection systems require reinforcement after the pachytene stage. Recent mapping of meiotic DSB sites in mice revealed the presence of active TE families at meiotic DSB hotspots^59,60^. The extensive DSB repair-mediated DNA synthesis during meiosis, together with the global replacement of histones with germ-line specific histone variants, transition proteins, and protamines during spermiogenesis, will modify the epigenetic factors present on TEs, potentially interrupting the early protection systems to call for a continuous requirement for silencing active TEs throughout spermatogenesis, ensuring the protection of the germline genome. The relative depletion of TEs at mammalian pachytene piRNA loci^7^, which would seem to argue against this essential function, may arise for three reasons. First, given that recombination drives genome contraction^61^, pachytene piRNA loci have a higher chance of eliminating TE sequences through recombination compared to the rest of the genome. Second, given that pachytene piRNA loci in mammals are enriched with SDs, their further enrichment with TEs make them excessively unstable, resulting in their elimination through purifying selection. Third, considering the old TEs can be repurposed to function in hosts^62^, the depletion allows transcripts containing TE fragments to be stably expressed commencing at the pachytene stage. Thus, the small fraction of piRNAs that target active TEs drive the evolution of pachytene piRNA loci in the same way that the small fraction of exonic regions drive the evolution of protein-coding genes.

We discovered a higher local mutation rate as a common mechanism underlying rapid adaptation of piRNA loci across amniotes (Supplementary Fig. 5c). While piRNA sequences are known to undergo positive selection to counter TE sequences^63–66^, positive selection, which fixes rare and beneficial mutations faster than neutral mutations, is not the only reason for the rapid evolution of mammalian piRNAs. Prior to our study, two mutational mechanisms of piRNA loci have been reported: (1) novel TE insertion into existing piRNA loci; and (2) copy number variations of existing piRNA loci^5,9^. The production of piRNAs from SV hotspots integrates these two mutational mechanisms and explains rapid piRNA birth, divergence, and loss. The high local mutation rate at piRNA loci benefits the function of piRNAs in silencing TEs, as illustrated in the following five scenarios. First, a more diverse piRNA pool can target TEs with mutation variants. Second, deletions that create TE truncations will disable the ability of TEs to recombine out of piRNA loci, thus trapping the truncated TE sequences in the loci to serve as “non-self memories”. For example, piRNAs targeting avian leukosis virus are produced from a truncated provirus in the White Leghorn genome^26^. Third, inversions generate anti-sense TE-piRNAs from the previous sense transcription orientation. The switch from sense to anti-sense TE-piRNAs has been proposed to be an important step for koalas to silence the KoRV-A gammaretrovirus^48^. Fourth, SVs can break genetic linkages between piRNAs with detrimental off-target effects and essential piRNAs on the same precursors, thus allowing segregation and selection against the detrimental piRNA. Fifth, a deleterious piRNA locus will be lost during evolution when the TEs targeted by piRNAs are no longer active. Given the continuous invasion of new TEs, without these elimination mechanisms, pachytene piRNA loci will not only unnecessarily accumulate given that other silencing mechanisms will eventually catch up to silence ancient TEs but also would increase detrimental off-target effects.

Our study provides an example of convergent evolution generating a novel organization between two unrelated and seemingly conflicting processes, genetic instability and defense systems protecting genome integrity. While piRNAs provide the main defense against TEs, we do not know how they keep up with the TEs. Compared to a conserved mechanism that works directly, natural selection acts gradually over evolutionary time scales. Under arms race pressure to defend against active TEs, the prevalence of piRNA loci localizing on SV hotspots is selected for, and, through convergent evolution, a common strategy is generated by conscripting “trouble makers” into “weapon creators” across amniotes. Our study argues against a conserved mechanism where all piRNA sequences are descendants/paralogs of piRNA loci from a common ancestor and instead indicates that piRNA loci with TE-defense functionality have evolved independently.

We are also one step closer to understanding the function of the non-TE fraction of pachytene piRNAs. Because our studies have effectively rejected the possibility of pachytene piRNA loci undergoing neutral evolution, this raises three possible explanations for the ubiquitous and abundant presence of non-TE piRNAs among amniotes. First, the production of non-TE piRNA is necessary for the biogenesis or function of piRNA targeting active TEs. Second, the non-TE pachytene piRNAs have their own sequence-specific function. However, considering the stringent target recognition rules of piRNAs^67^, the second possibility is unlikely to be true unless some auxiliary factors or unique subcellular environments loosen the pairing rules, which would further raise the challenge to distinguish self vs. non-self RNAs. Third, it is too expensive or difficult to eliminate these non-functional piRNAs. However, considering that the force to contract the genome is much stronger in avians, the extensive presence of non-TE piRNAs across amniotes is unlikely to be neutral. Further population genetics together with molecular biology is required to better distinguish these possibilities.

Finally, using comparative studies involving non-mammalian vertebrates whose genome evolution is distinct from humans, we show that the function of SV hotspots to protect germ-line genome integrity counterbalances the detrimental effects of SVs in somatic cells. This is predicted by the germ-soma conflict theory, which proposes that any advantages aiding the survival of germ cells would outweigh the deleterious effects in somatic cells^68^. Our work uncovers the principles driving the SV distribution. While previous studies on SVs focused mainly on identifying their impact on protein-coding genes^35,69–73^, our finding, which identified the adaptive function of nearly a hundred SV hotspots, argues for a paradigm shift from a gene-centric to a TE-centric view of genome evolution.

## Methods

### Animals

All experiments were reviewed and approved by the University of Rochester’s University Committee on Animal Resources, performed in a PHS Assured and AAALAC, Int. accredited facility, and the study is compliant with all relevant ethical regulations regarding animal research. The animal use protocol for sampling two indigenous village breeds, Tibetan chickens and Lvyang Blackbone chickens, were approved by the Animal Use and Care Committee of Northwest A&F University. The Athens Canadian Random Bred (ACRB) animals were raised under standard broiler and broiler breeder conditions under the protocol (18083) approved by the International Animal Care and Use Committee (IACUC) at the University of Arkansas. White Leghorn Cornell Special C strain was raised and euthanized under the IACUC at Cornell University. Araucana was purchased from SkyBlueEgg Araucana (Winnfield, LA) and Awesome Araucana chicken hatchery (Redding, CA). Pekin duck testes were purchased from a local farm (LeRoy, NY). Rooster testes from Red Jungle Fowl were collected from Hopkin Avian facility at UCD under the protocol #20591.

### Histology and immunostaining

For histologic analysis, testes were fixed in Bouin’s solution overnight, embedded in paraffin, and sectioned at 4 µm. Following standard protocols, sections were deparaffinized, rehydrated, and then stained with Hematoxylin and Eosin.

Immunostaining was performed on squashed spermatocytes and spermatids as previously described^74^. Seminiferous tubules were fixed in 2% paraformaldehyde containing 0.1% Triton X-100 for 10 min at room temperature, placed on a slide coated with 1 mg/ml poly-L-lysine (Sigma) with a small drop of fixative, gently minced with tweezers, and squashed. The coverslip was removed after freezing in liquid nitrogen. The slides were later rinsed three times for 5 min in PBS and incubated for 12 h at 4 °C with rabbit anti-CIWI antibody (1:100 dilution; Proteintech, 15659-1-AP), rabbit anti-SYCP1 antibody (1:100 dilution, Thermo Fisher, PA1-167630), or rabbit anti-γH_2_AX (1:250 dilution; Millipore, 05-636-1). Secondary antibodies conjugated with Alexa Fluor 488 (Molecular Probes, Eugene, OR, USA) were used at a dilution of 1:500.

### RNA-sequencing

Strand-specific RNA-seq libraries were constructed following the TruSeq RNA sample preparation protocol as previously described^17^. Ribosomal RNAs (rRNAs) were depleted from total RNAs with complementary DNA oligomers (IDT) designed for chicken rRNAs and RNase H^75^.

### Small RNA sequencing library construction

Small RNA libraries were constructed and sequenced as previously described^40^, using oxidation to enrich for piRNAs by virtue of their 2´-*O*-methyl-modified 3´ termini.

### Ribo-seq library construction

Ribosome profiling was performed as previously described^26^. After RNase treatment, testis lysates were loaded on a 10–50% (w/v) linear sucrose gradient and after centrifugation the fractions corresponding to 80S monosomes were recovered. rRNA fragments were removed as previously described^75^.

### General bioinformatics analyses

Analyses were performed using piPipes v1.4^76^. All data from the small RNA-seq, RNA-seq, Ribo-seq, and genome sequencing were analyzed using the latest chicken genome release GCA_000002315.5, Pekin duck genome release (ZJU1.0 GCA_015476345.1), mouse genome release mm10 (GCF_000001635.7), and human genome release hg38 (GCF_000001405.27). Generally, one mismatch was allowed for genome mapping and three mismatches were allowed for transcriptome mapping. Chicken TE families were updated according to Repbase^77^, with a total number of 245 consensus sequences. For small RNA analysis, the transcriptome included the 245 TE families and 1321 piRNA clusters. For RNA-seq, the transcriptome included mRNAs, lncRNAs, piRNA loci, tRNAs, and TE families. Supplementary Data 1 reports the statistics for the high-throughput sequencing libraries constructed in this study.

For small RNA sequencing, libraries were normalized to the sum of total miRNA reads with the assumption that total miRNA abundance remains constant during spermatogenesis, according to the expression level of Argonaute genes (Supplementary Fig. 1b). Oxidized samples were calibrated to the corresponding total small RNA library using the abundance of shared piRNA species. Genome mapping reads >23 nt were selected for further piRNA analysis. The piRNA abundance per TE or per piRNA locus is reported either as parts per million reads mapped to the genome (ppm) or reads per kilobase pair per million reads mapped to the genome (rpkm) using a pseudo count of 0.001. We analyzed previously published small RNA libraries from wild-type mouse testes at 10.5 dpp (GSM1096582), 12.5 dpp (GSM1096584), 14.5 dpp (GSM1096584), 17.5 dpp (GSM1096585), and 20.5 dpp (GSM1096586); from the testes of *Mov10l1* CKO mouse mutants (GSM4160774, GSM4160775, GSM4160776, GSM4160777, GSM4160778 and GSM4160779) and littermate controls at adult stage (GSM4160768, GSM4160769, GSM4160770, GSM4160771, GSM4160772, and GSM4160773);^40^ and from human testes (GSM4030214 to GSM4030227) at adult stage^7^.

For RNA-seq reads, the tpm (transcripts per million) value was quantified using the Salmon algorithm^78^. The tpm value with a pseudo count of 0.01 was used for all analyses. We analyzed the published RNA-seq libraries from *Mov10l1* CKO mutants (GSM4160761, GSM4160762 and GSM4160753) and littermate controls (GSM4160758, GSM4160759 and GSM4160760)^40^.

Ribo-seq analysis followed the modified small RNA pipeline, including the junction mapping reads as previously described^40^. Uniquely mapping reads between 26 nt and 32 nt were selected for further analysis.

Statistical analyses were performed in R 3.5.0^79^. The significance of the differences was calculated by Wilcoxon rank-sum test unless otherwise indicated. Box plots show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values.

### Clustering and heatmap

SV data were converted to a “Yes” or “No” table. Then, we applied the hkmean function from the factoextra package in R to conduct Hierarchical K-Means clustering of our data. The clustering number was passed to the pheatmap function with parameter annotation_row to generate the final clustering figure. At the same time, the pheatmap function was directly used to perform hierarchical clustering of our data (parameter cluster_rows=T, clustering_method = “complete”).

### Identifying SV hotspots

To identify the SV hotspots, we followed the previous methods used in human SV hotspots identification^27^ with the following modifications. We combined all the SVs (tandem duplication, inversion, deletion and insertion) and used the “hotspotter” function from the primatR package^80^ (num.trial=1000, *p*-value ≤ 0.001). We optimized the bw parameters with 200, 2000, 20,000, 200,000 and 2,000,000. The typical avian karyotype consists of a small number of relatively large macrochromosomes and many very small microchromosomes (chromosome <20 Mbps)^23,81^. In chickens (Fig. 1c), in addition to sex chromosomes, autosomes can be further classified based on size into macrochromosomes (Chr1–5, 58% of the rooster genome), intermediate chromosomes (Chr6–12, 18% of the genome), and microchromosomes (Chr13–38, 16% of the genome). We found that the bw=2000 parameter provides the most parsimonious output to explain the most SVs with the least genomic regions for macrochromosomes and intermediate chromosomes. The optimal parameter is bw=200 for microchromosomes and unassigned contigs and is bw=20,000 for sex chromosomes. We ended up with 192 SV hotspots.

### Nucleotide periodicity

Nucleotide periodicity was computed as previously described^40^. We first aligned the ribosome protected fragments (RPFs) to each other using 5´-end overlap analysis and reported the distance spectrum. An annotated ORF was not a prerequisite for this analysis as the distance spectrum of RPFs from mRNAs already showed a 3-nt periodicity pattern. We then transformed the distance spectrum using the “periodogram” function from the *GeneCycle* package^82^ with the “clone” method. The relative spectral density was calculated by normalizing to the value at the first position.

### Defining novel TE transposition

We built a bioinformatics pipeline to define novel TE transpositions using the 13,442 insertion events identified from ONT-sequencing in all six chicken breeds (Supplementary Fig. 6a). We assembled the insertion sequences using supporting reads at each insertion and aligned them to 245 consensus sequences of chicken TE families deposited in Repbase^77^ using BLAST^83^ with an e-value cutoff of 10^−10^. We further filtered sequences based on >80% sequence identity, >80% alignment length, and <20% gaps, the 80-80-80 rule used in TE identification^84^. To define transposition-induced insertions, we required insertions to contain complete 5´ and 3´ ends of DNA transposons and LTR retrotransposons (ERVs). As for insertions derived from non-LTR retrotransposons, only complete 3´ends were required due to the prevalence of 5´ truncation during target-primed reverse transcription^85^. In total, we identified 644 putative TE-induced integration sites.

Although Red Jungle Fowl are commonly referred to as the “ancestor” of domestic chickens^86^, they have continued to evolve for thousands of years post-domestication. Therefore, the detected insertion events could theoretically be either novel insertions (Supplementary Fig. 6b, red shading) or ancestral deletions that do not reflect active TEs (Supplementary Fig. 6b, gray shading). Nonetheless, we can distinguish between the two possibilities given that transposition events involve the precise insertion of TE consensus sequences, whereas deletion events inevitably alter additional sequences. For example, the deletion of ERVs caused by recombination will leave solo-LTRs. Among 644 putative TE-induced insertion sites, 481 contain only solo-LTRs, whereas 185 contain intact ERVs and only 12 contain CR1 elements. The high number of insertion sites with solo-LTRs indicates a high recombination rate, which is consistent with the notion that despite the paucity of interchromosomal changes, intrachromosomal changes are common in birds^87^. For putative ERV transpositions, we applied two additional criteria to remove ancestral deletion events: (1) the insertions must start and end with TEs; and (2) intact ERV insertion sites should not map to solo LTRs in the reference genome (Supplementary Fig. 6c, top). Using these criteria, we identified 519 insertions from ERV families, including the insertion specifically in Araucana near *SLCO1B3* (solute carrier organic anion transporter family member 1B3), which has been shown to cause their blue eggshells (Supplementary Fig. 6c, bottom)^29^.

CR1 elements are long interspersed nuclear elements in chickens^88^ that represent the major non-LTR retrotransposons in birds^89^. Arising before the divergence of birds and reptiles^90^, CR1 elements are believed to exhibit little activity in most avian species including chickens^89^, as avian genomes harbor a paucity of retroposed pseudogenes^23^. However, it remains unclear whether CR1 is completely extinct in the chicken genome. Since the reverse transcription of CR1 starts from their 3´ ends, we reasoned that their 3´ends should be preserved at one end of the insertions, but their 5´ ends are likely truncated or mutated due to the dissociation of the reverse transcriptase from mRNA during reverse transcription. Thus, among the 12 putative transposition events harboring CR1, we removed 8 putative events that harbored the 3´ ends of CR1 in the middle of the insertions. For these 8 putative events, we were able to rule out the possibility of 3´ transduction that results in the co-transposition of flanking sequences along with a retrotransposon^91^, as the additional sequences in the insertions did not map to known sequences in the genome. The remaining four CR1 insertions all came from CR1-F2, a sub-family of CR1, and we detected full-length copies (~4.6 kb) of the CR1-F2 family in chicken genomes (Supplementary Fig. 6d). Thus, our data indicate that LINE-retrotransposons are quiescent rather than extinct in the chicken genomes.

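The 4 CR1-F2 insertions lie outside piRNA loci. They are calls of 1575 bp on chromosome 2 at 121813521 (18 reads), 950 bp on chromosome 5 at 6705122 (62 reads), 2056 bp on chromosome 1 at 187685664 (17 reads) and 1628 bp on chromosome 3 at 65819532 (20 reads). The insertion on chromosome 3 falls in TUBE1, which encodes epsilon-tubulin, and the other 3 lie 141 kb or more from a protein-coding transcript. The nearest piRNA locus is 63.1 kb away for the chromosome 5 insertion, 269 kb for that on chromosome 1, 858 kb for that on chromosome 2 and 2179 kb for that on chromosome 3. All 4 are shorter than the full-length copies the paper describes. The breakpoints are precise for 3 of them and imprecise for the insertion on chromosome 2.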

### TE age estimation

By computing the average percent divergence of each TE family from their consensus sequences, we found the insertions from the 30 active TE families have a significantly lower divergence percentage than the insertions from inactive TEs (Supplementary Fig. 7e). Using a neutral substitution rate of ~1.9 × 10^−3^ substitutions per site per million years^22^ and a Jukes-Cantor 1969 model correction^92^, we estimated that these 30 active TEs invaded the chicken genome a median of 21.5 million years ago.

### Whole genome alignment between chicken and duck genomes

We used Minimap2 with parameter ‘-cx asm20’ to align the chicken genome to the duck genome. We then performed the LiftOver function to detect the homologous regions of chicken pachytene piRNA loci on duck genomes using paftools^93^.

### Ping-Pong analysis

Ping-Pong amplification was analyzed by the 5′–5′ overlap between piRNA pairs from opposite genomic strands^26^. Overlap scores for each overlapping pair were the product of the number of reads of each of the piRNAs from opposite strands. The overall score for each overlap extension (1–30) was the sum of all such products for all chromosomes. Heterogeneity at the 3′ ends of small RNAs was neglected. The Z-score for a 10 bp overlap was calculated using the scores of overlaps from 1–9 and 11–30 as background.

### Rooster piRNA-producing loci detection

We used the same dynamic programming algorithm that we developed previously^17^ to identify genomic regions with the highest piRNA density. All oxidized small RNA reads (> 23 nt) from diverse breeds and different developmental stages were used to define the chicken loci. We assumed that piRNA clusters comprise at most 5% of the chicken genome. We first split the genome into 1 kbp non-overlapping windows and computed piRNA abundance for each window. The mean of the top 5% of windows was used as the penalty score for the dynamic programming algorithm. The algorithm computes the cumulative piRNA abundance score as a function of the window index along each chromosome. The score at a window is the sum of the score in the previous window plus the piRNA abundance in the current window minus the penalty score, with negative scores being reset to 0. The maximum score indicates the largest piRNA cluster. We extracted the largest piRNA cluster, recomputed the scores at the corresponding windows, and searched for the next cluster. This process was continued iteratively until the scores for all windows were zero. The boundaries of each cluster were further refined by including those base pairs for which piRNA abundance exceeded the mean piRNA abundance of the top 5% windows. We required a piRNA cluster to have at least 1 unique mapping read. 

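A small part of the piRNA loci makes most of the piRNAs. In the authors' deposited abundance table the 10 strongest of the 1321 loci hold 14.5% of the abundance, the 50 strongest 45.0% and the 100 strongest 64.1%. Locus 6 on chromosome 14 leads with 6782560, followed by locus 9 (chromosome 2, 48138145 to 48143991, 6297941), locus 1 (chromosome 1, 4644165 to 4677996, 5690518), locus 5 (chromosome 5, 56981212 to 57052908, 5169361) and locus 14 (chromosome 2, 35735859 to 35740765, 5052634). Duplications, inversions and deletions number 48 in locus 6, 27 in locus 5, 18 in locus 1, 1 in locus 14 and 0 in locus 9. The 269 loci with such a call have a median abundance of 259278, and the 1052 without one 16465, 1.20 apart on the log10 scale (2-sided permutation p = 1e-05, the smallest that 100000 permutations allow). Per kb of locus the difference shrinks to 0.202 (permutation p = 0.00623), and the file does not state how the abundance was normalised. The abundances in Supplementary Data 1 rank the loci differently (Spearman rho with this table 0.727).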

The coordinates of all 1321 piRNA loci are reported in Supplementary Data 1.

### Genomic repeat annotation

The current annotation of TEs in the chicken genome deposited in the UCSC genome browser was performed on February 01, 2017 using the Repbase library released on January 27, 2017 and thus is outdated. We used the search for the occurrence of the latest 245 TE family consensus sequences from Repbase^77^ in the chicken genome using a homology-based method proposed by the RepeatMasker program^94^. The 523 TE integration sites involve 21 TE families, including 20 ERV families and CR1-F2. Among the 20 ERV families, 12 families are solo LTRs with no internal sequences detected in the insertions, likely due to efficient intrachromosomal recombination. Upon retrieving their Internal sequences from Repbase^77^, where they are annotated as separate TE families, we identified a total of 30 active TE families. Since not all the TEs are translated, we removed the DNA transposons, SINEs, and solo LTR transposons from the translation analysis.

### ONT library construction and sequencing

To avoid PCR amplification bias, we constructed the ONT-seq libraries without PCR amplification, which also allows us to preserve DNA methylation patterns for future epigenetic analysis. We sequenced DNA purified from testes because of the large amount of tissue available and genetic and epigenetic alterations in testes have the potential to impact following generations. Genomic DNA was size selected using the Pippin HT DNA Size Selection System (Sage Science, Beverly, MA, USA) to enrich for molecules >10 kb. The DNA ends were repaired and dA-tailed using the NEBNext FFPE DNA repair Mix and NEBNext Ultra II End repair/dA-tailing module (New England BioLabs, Ipswich, MA, USA) according to the manufacturer’s instructions, and samples were cleaned up using AMPure XP beads (Beckman Coulter, Indianapolis, IN, USA). Then, samples were subjected to adapter ligation using the NEBNext Quick Ligation Module (New England BioLabs, Ipswich, MA, USA), according to the manufacturer’s instructions, and cleaned up again using the AMPure XP beads. The prepared libraries were then subjected to ONT sequencing on a SpotON flow cell (Oxford Nanopore Technologies, Oxford, UK). Flow cells were primed using the Flow Cell Priming Kit (Oxford Nanopore Technologies), and the libraries were prepared and loaded according to the Ligation Sequencing Kit (Oxford Nanopore Technologies). Lastly, flow cells were loaded into the PromethION P48 (ONT-08-00443-02) and run according to the relevant parameters.

### Quality control of ONT sequencing data

Raw data collected in this experiment were obtained as fast5 files, and after conversion of electric signals into base calls via the guppy (Oxford Nanopore Technologies, UK), the reads with mean qScore greater or equal to 7 were kept to continue subsequent bioinformatic analysis.

### Alignment and SV calling

The filtered ONT data were aligned with the chicken genome (galGal6) using NGMLR v0.27^95^ with ‘-x ont’. The SVs were detected using Sniffles v1.0.8^95^ with --report_BND --ignore_sd -t 4 -q 0 -n -1 -l 50 -s 2 --genotype’ and further required read numbers ≥ 10. We also independently used SVIM v1.4.2^96^ to call SVs with default settings, and SVs with score ≥ 10 were used for further analysis. We required the SVs of duplication, deletion, and inversion to be called by both Sniffles and SVIM.

### Shuffling test

We performed a shuffling test to determine whether the median distance between X’s and Y’s are significantly different from what we would observe if X’s are randomly distributed on the chromosome. We repeated the shuffling 10,000 times, and each time we calculated the median distance between the shuffled X’s and Y’s. We denoted the observed median by $${M}^{{{{{{\rm{obs}}}}}}}$$ and the shuffled median by $${M}_{1},\ldots,{M}_{{{{{\mathrm{10,000}}}}}}$$. The *P*-value of the shuffling test can be calculated as *P* = min{1, max{*P*_*l*_, *P*_*u*_}}, where $${P}_{l}={\sum }_{i=1}^{{{{{\mathrm{10,000}}}}}}1({M}_{i}\le {M}^{{{{{{\rm{obs}}}}}}})/{{{{\mathrm{10,000}}}}}$$ and $${P}_{u}={\sum }_{i=1}^{{{{{\mathrm{10,000}}}}}}1({M}_{i}\ge {M}^{{{{{{\rm{obs}}}}}}})/{{{{\mathrm{10,000}}}}}$$. Similar analyses were applied to test the overlapping numbers and conservation scores. Randomization was performed using bedtools shuffle function with restriction on the same chromosome^97^. The 861 chicken SDs were downloaded from ref. ^98^ and converted to galgal6 using liftover^93^. The 278 human SV hotspots were downloaded from ref. ^27^. The 1349 *de novo* human pathogenic SVs were deposited in the ClinVar database from patients with substantial developmental and cognitive disorders (such as autism spectrum disorder). The 18,036 breakpoints between humans and great apes were downloaded from ref. ^55^, and the 5892 regions that are deleted in great apes and 29 regions that are inverted in great apes compared to humans were used for active TE fraction analysis. The 62,038 human meiotic DSB hotspots were downloaded from ref. ^99^. The 3802 human SDs were downloaded from^34^. The 13,906 mouse meiotic DSB hotspots were downloaded from ref. ^60^. The 659,775 mouse SDs were downloaded from UCSC^100,101^.

### Variance analysis

We calculated expression variance as described^102^. For each TE family, piRNA locus, or SV, we calculated its median expression level and the coefficient of variation (CV) from the normalized read counts across individuals. We used the residuals from a locally weighted regression (LOESS) of the CV on median expression to obtain a measure of expression variation relative to the expected variation at a given expression level. The advantage of this method is that the expression variance is no longer correlated with the levels of the expression^102^. This method was applied to calculate the variance for strand bias and diversity of piRNAs.

### Diversity analysis

Small RNA species were counted and summarized into a matrix based on mapping to each TE family or SV. The Shannon diversity index was calculated by the diversity function from the vegan package under R v3.5.0. The final diversity value is based on each TE family or SV.

### Sequence complexity analysis

The Wootton–Federhen complexity score, *cwf*, was calculated as previously described^103,104^. The calculation is shown as the following formula where *N* is the length of the sequence and *n*_*i*_ is the total count of base *i*.

$${cwf}=\frac{1}{N}\times {\log }_{4}\frac{N!}{\mathop{\prod}\limits_{i\in {ACTG}}{n}_{i}!}$$

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The data supporting the findings of this study are available from the corresponding author upon reasonable request. Next-generation sequencing data used in this study have been deposited at the NCBI Gene Expression Omnibus under the accession number GSE165330. Previously published datasets used in this study are available from GEO under following accession number: small RNA libraries from wild-type mouse testes at 10.5 dpp (GSM1096582), 12.5 dpp (GSM1096584), 14.5 dpp (GSM1096584), 17.5 dpp (GSM1096585), and 20.5 dpp (GSM1096586); from the testes of *Mov10l1* CKO mouse mutants (GSM4160774, GSM4160775, GSM4160776, GSM4160777, GSM4160778 and GSM4160779) and littermate controls at adult stage (GSM4160768, GSM4160769, GSM4160770, GSM4160771, GSM4160772 and GSM4160773); and from human testes (GSM4030214 to GSM4030227) at adult stage. The published RNA-seq libraries from *Mov10l1* CKO mutants (GSM4160761, GSM4160762 and GSM4160753) and littermate controls (GSM4160758, GSM4160759 and GSM4160760). The detailed statistics of high-throughput sequencing and related results have been summarized in Supplementary Data 1.

# Supplementary material for: Amniotes co-opt intrinsic genetic instability to protect germ-line genome integrity
**Source:** Nat Commun. 2023 Feb 13;14:812. doi: 10.1038/s41467-023-36354-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Amniotes co-opt intrinsic genetic instability to protect germ-line genome integrity

Yu H. Sun, Hongxiao Cui, Chi Song, Jiafei Teng Shen, Xiaoyu Zhuo, Ruoqiao
Huiyi Wang, Xiaohui Yu, Rudo Ndamba, Qian Mu, Hanwen Gu, Duolin Wang,
Gayathri Guru Murthy, Pidong Li, Fan Liang, Lei Liu, Qing Tao, Ying Wang, Sara
Orlowski, Qi Xu, Huaijun Zhou, Jarra Jagne, Omer Gokcumen, Nick Anthony, Xin
Zhao, and Xin Zhiguo Li

(X.Z.L.)

This PDF file includes:

Supplementary Figs. 1-8

Supplementary Figures

Supplementary Fig. 1.

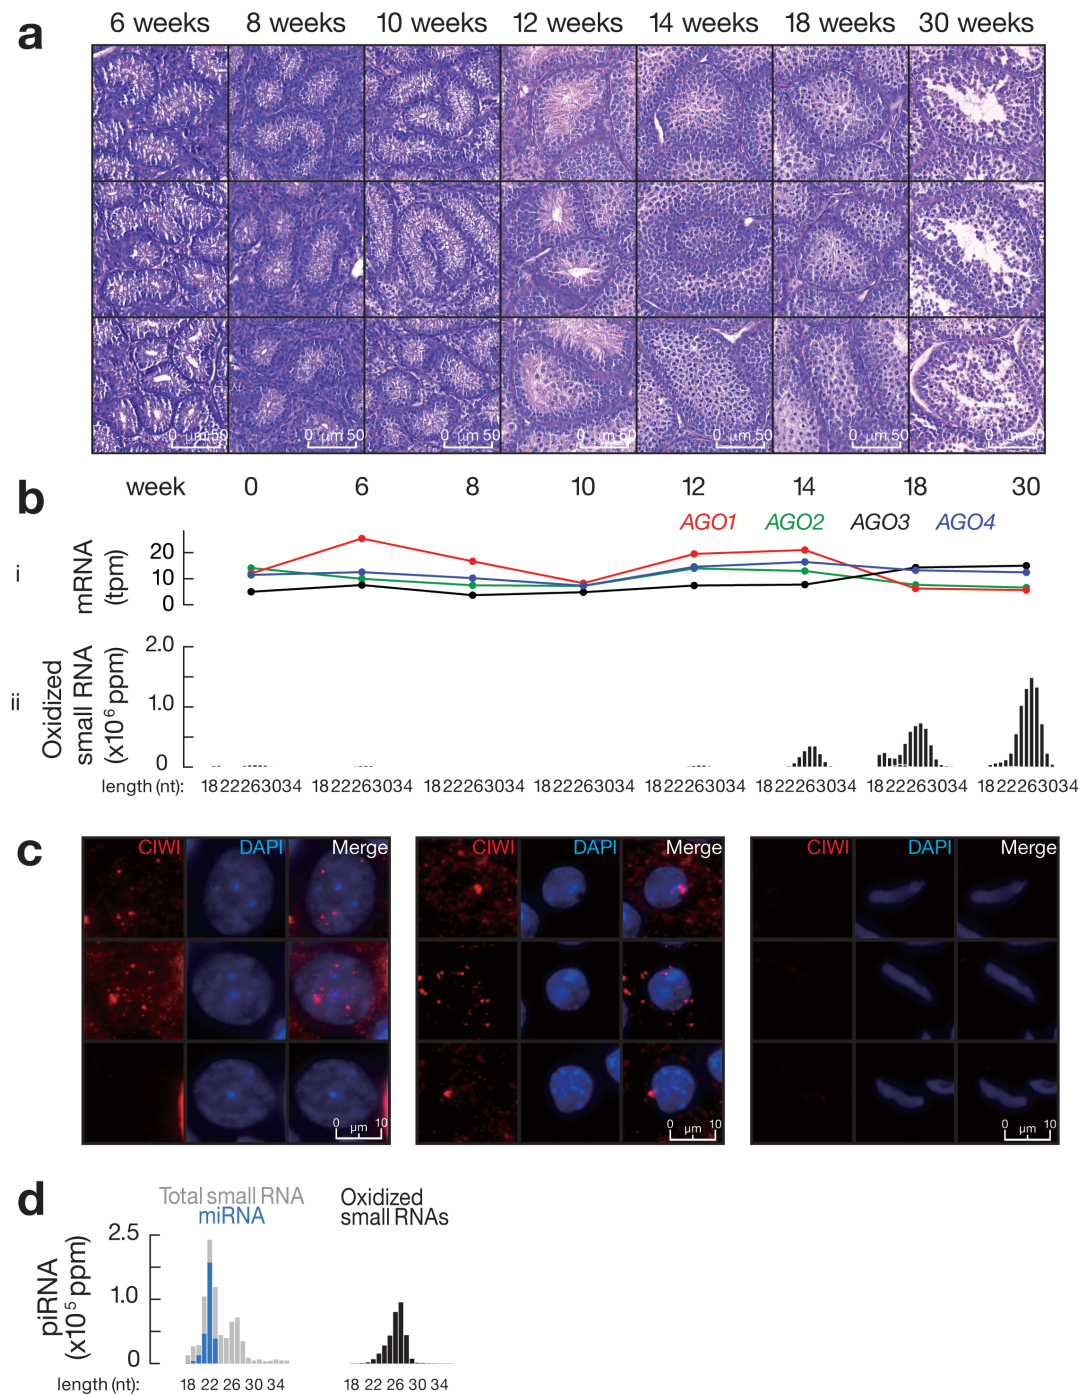

Supplementary Fig. 1. Pachytene piRNAs exist in avian species. **(a)** Histology of testis sections of ACRB harvested at different developmental time points shown by H&E staining. Scale bar, 50 μ m. **(b)** A burst of piRNA expression during spermatogenesis. (upper) Expression of *AGO1*, *AGO2*, *AGO3*, and *AGO4* as measured by RNA-seq. The relatively stable expression of miRNA-binding proteins suggests constant miRNA levels during spermatogenesis. Tpm, transcript per million. (lower) Length distribution of oxidized small RNAs. Ppm, parts per million. **(c)** Immunolabeling of squashed testis cells from adult rooster testes that are not pachytene spermatocytes using anti-CIWI and DAPI. Scale bar, 10 μ m. **(d)** Length distributions of testis small RNAs from adult ducks. Ppm, parts per million.

Supplementary Fig. 2.

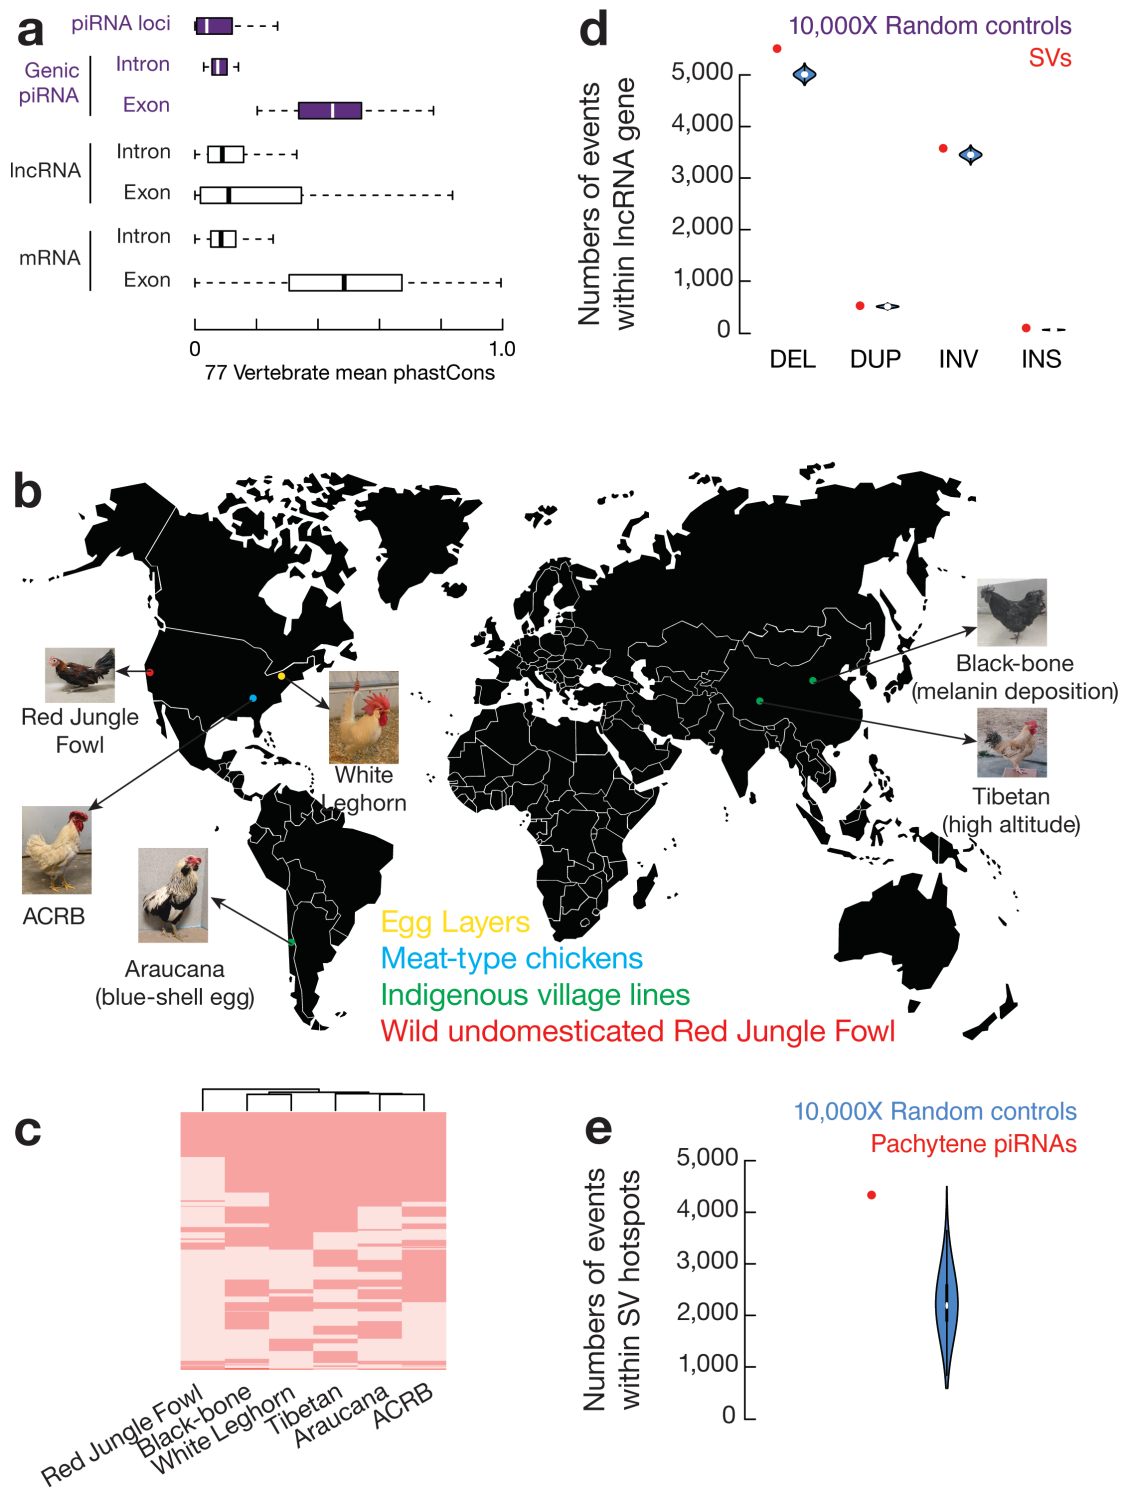

Supplementary Fig. 2. Chicken piRNA loci are SV hotspots. (a) Box plots of the mean phastCons score from the 77 vertebrate genome alignments (probability that each nucleotide belongs to a conserved element) of the genomic regions of introns and exons of lncRNAs (Intron n=20,789, Exon n=51,428), mRNAs (Intron n=27,823, Exon n=28,281), and piRNA producing mRNAs (n of intron and exon = 23), as well as intergenic piRNA loci. Box plots show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values. **(b)** Geographic locations of the chicken breeds used in this study. **(c)** Heatmap of presence (dark pink) or absence (light pink) of each SV in each chicken. **(d)** The number of SVs (red, n of lncRNA gene = 51,428) and randomly shuffled control sequences (purple) falling into the piRNA loci. Violin plots represent the randomly shuffled control sequences that were computed 10,000 times. **(e)** Number of chickens pachytene piRNA loci (red) and randomly shuffled control sequences (aquamarine) overlapping with chicken SV hotspots (n = 192). Violin plots represent the medians of randomly shuffled control sequences that were computed 10,000 times.

Supplementary Fig. 3.

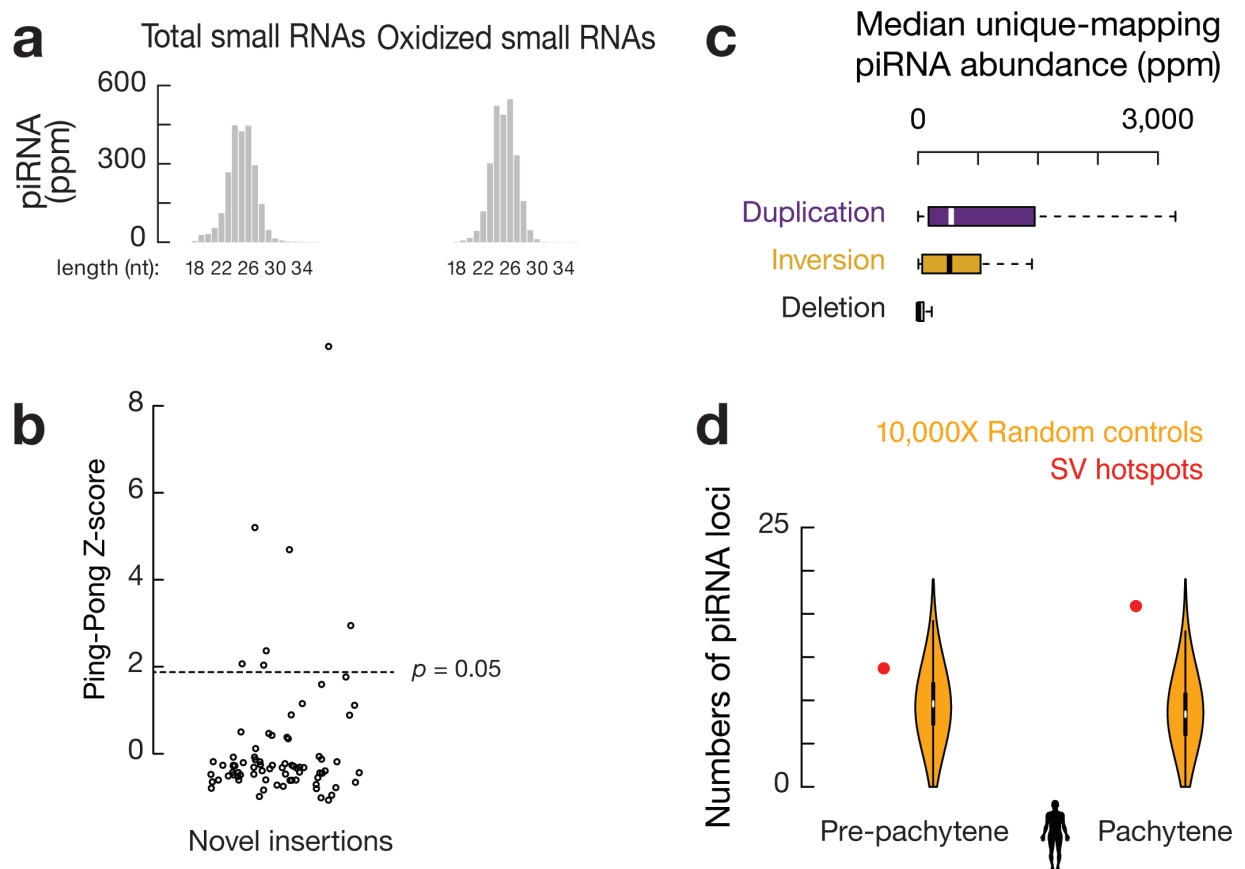

Supplementary Fig. 3. Polymorphic piRNAs within chicken species. **(a)** Length distributions of small RNAs mapping to novel insertions from adult testes of 23 chickens from the 6 breeds. **(b)** The Ping-Pong Z-score of piRNAs that comes from each insertion and does not map to the reference genome. The Z-score describes whether a significant ten-nucleotide overlap (“Ping-Pong”) was detected. Z-score >1.96 corresponds to p -value < 0.05, p value was calculated with two-tailed Z test. **(c)** Box plots showing the median abundance of uniquely mapped piRNAs per SV among 23 chickens from 6 breeds. Box plots show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values. **(d)** Number of human SV hotspots (red), their randomly shuffled control sequences (yellow) overlapping with human pre-pachytene piRNA loci (left, $n=82$), and pachytene piRNA loci (right, $n=88$). Violin plots represent the medians of randomly shuffled control sequences that were computed 10,000 times.

Supplementary Fig. 4.

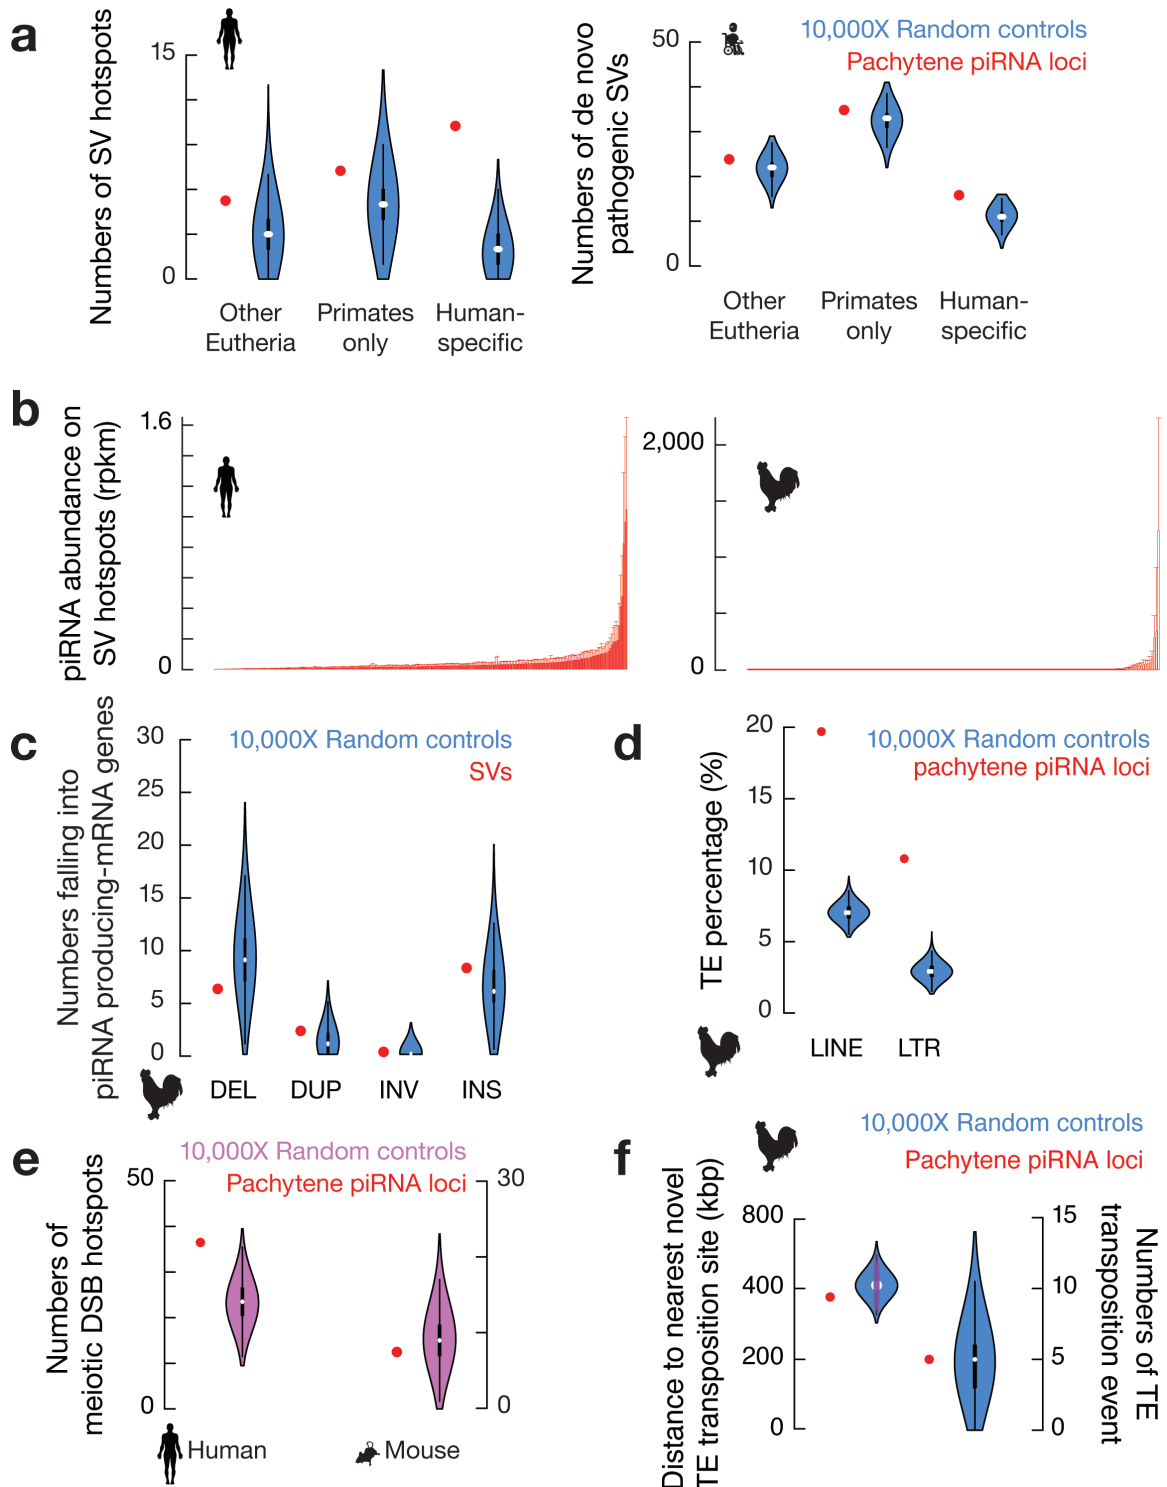

Supplementary Fig. 4. Diverse mutational mechanisms result in SV hotspots. (a) Number of human pachytene piRNA loci (red, Other Eutherian n=29, Primates only n=43, Human-specific n=16) and randomly shuffled control sequences (aquamarine) overlapping with SV hotspots within healthy human populations (left) and de novo pathogenic SVs detected in patients (right). Violin plots represent the medians of randomly shuffled control sequences that were computed 10,000 times. **(b)** Bar plots showing the piRNA abundance of SV hotspots in humans (left) and in chickens (right). Data are mean $\pm$ standard deviation (n=14 humans; n=23 chickens). Rpkkm, reads per kilobase of transcript, per Million mapped reads. **(c)** The number of SVs (red) and randomly shuffled control sequences (blue) falling into the chicken piRNA producing mRNA genes (n= 23). Violin plots represent the randomly shuffled control sequences that were computed 10,000 times. **(d)** The percentage of TE sequences in piRNA loci (red, n = 1,321) and in randomly shuffled control sequences (blue). Violin plots represent the randomly shuffled control sequences that were computed 10,000 times. **(e)** Number of pachytene piRNA loci (red) and randomly shuffled control sequences (magenta) overlapping with meiotic DSB hotspots from humans or mice (human n=88, mice n=100). Violin plots represent the medians of randomly shuffled control sequences that were computed 10,000 times. **(f)** (Left) Median distance between novel TE transposition and nearest chicken piRNA loci (red, n=1,321) or nearest randomly shuffled control sequences (blue). (Right) Number of novel TE transposition events falling in chicken piRNA loci (red) and randomly shuffled control sequences (blue). Violin plots represent the numbers of randomly shuffled control sequences that were computed 10,000 times.

Supplementary Fig. 5.

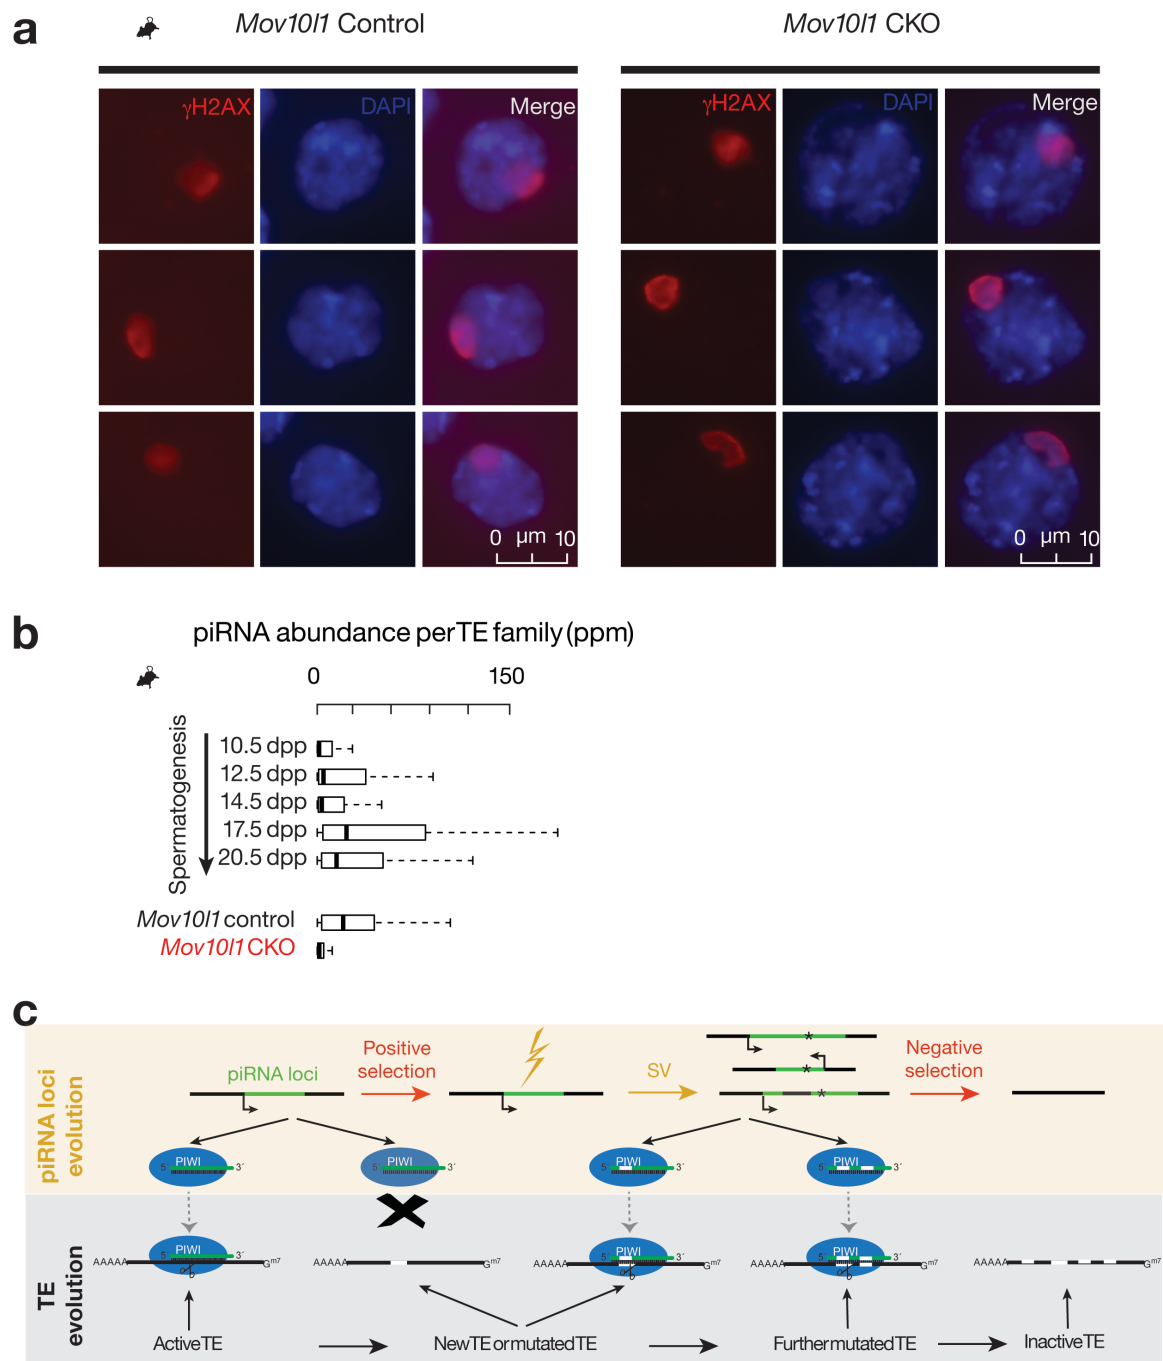

Supplementary Fig. 5. piRNA plasticity is selected for due to their essential function to suppress TEs. (a) Immunofluorescence labelling of mouse pachytene spermatocytes. gH2AX, marker for double strand breaks. Scale bar, 10 μ m. **(b)** Box plots showing piRNA abundance per TE family (n =245) as spermatogenesis progresses. Ppm, parts per million. Box plots show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values. **(c)** Model scheme showing high local mutation rate of SVs, together with positive selection and negative selection, drives the rapid adaptation to silence active TEs via generating novel piRNAs.

Supplementary Fig. 6.

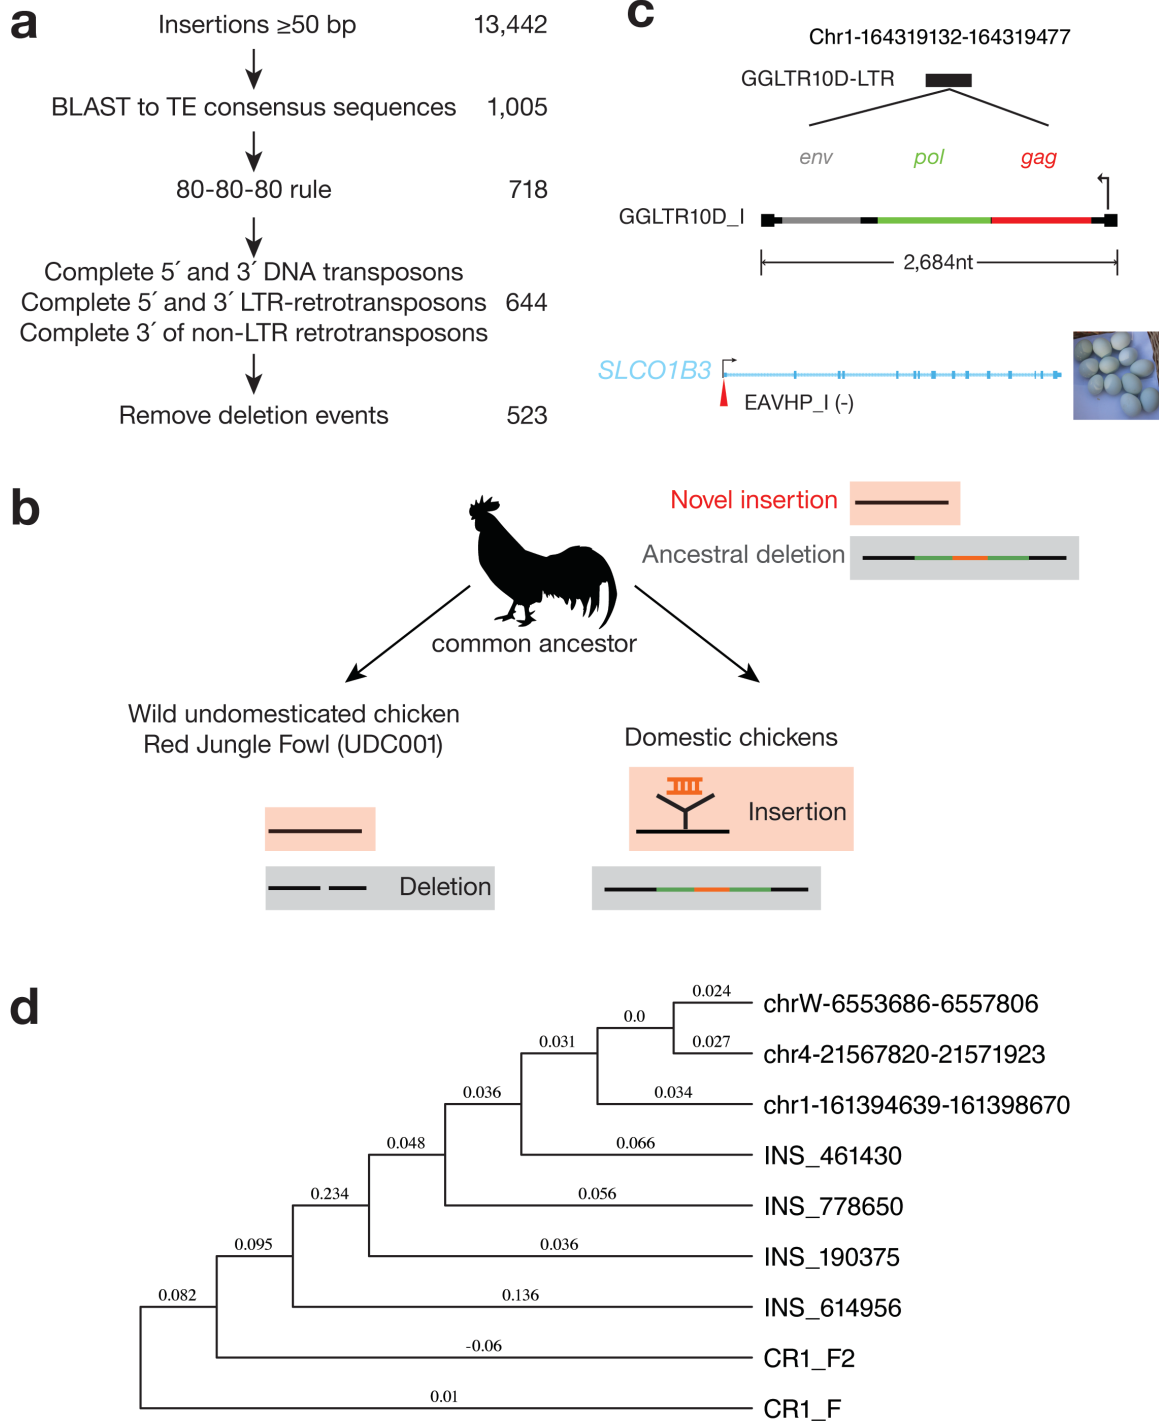

Supplementary Fig. 6, Related to Fig. 5. Pipeline to define active TE families in chickens. **(a)** Pipeline for identifying TE transpositions using ONT-sequencing reads. **(b)** The two evolutionary models, novel transposition (in pink) and ancestral deletion (in gray), explaining the insertions in domestic chickens using Red Jungle Fowl genome as reference. **(c)** (Top) Insertion of GGLTR10D_I into a solo LTR region (GGLTR10D-LTR), representing an ancestral deletion due to recombination. (Bottom) An example of transposition with EAVHP insertion at the promoter of *SLCO1B3* underlying the blue-shell egg traits in Araucana. Red triangle represents the insertion site. **(d)** Alignment of the four novel insertion sequences with the consensus sequences of CR1-F2 and CR1-F and three intact copies of CR1-F2 in the reference genome performed using MUSCLE program with default setting¹.

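The EAVHP insertion at SLCO1B3 is in the pooled call table. It is an insertion of 3983 bp on chromosome 1 at 65167270, carried by 22 reads, 17 bp upstream of the start of the SLCO1B3 transcript, which encodes an organic anion transporter and runs from 65167287 to 65185448 on the plus strand. In testis, SLCO1B3 itself is hardly transcribed, with a mean of 0.0847 TPM over breeds. The table does not name the rooster whose reads carry the insertion, and no Araucana library is among the testis RNA-seq libraries used here.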

Supplementary Fig. 7.

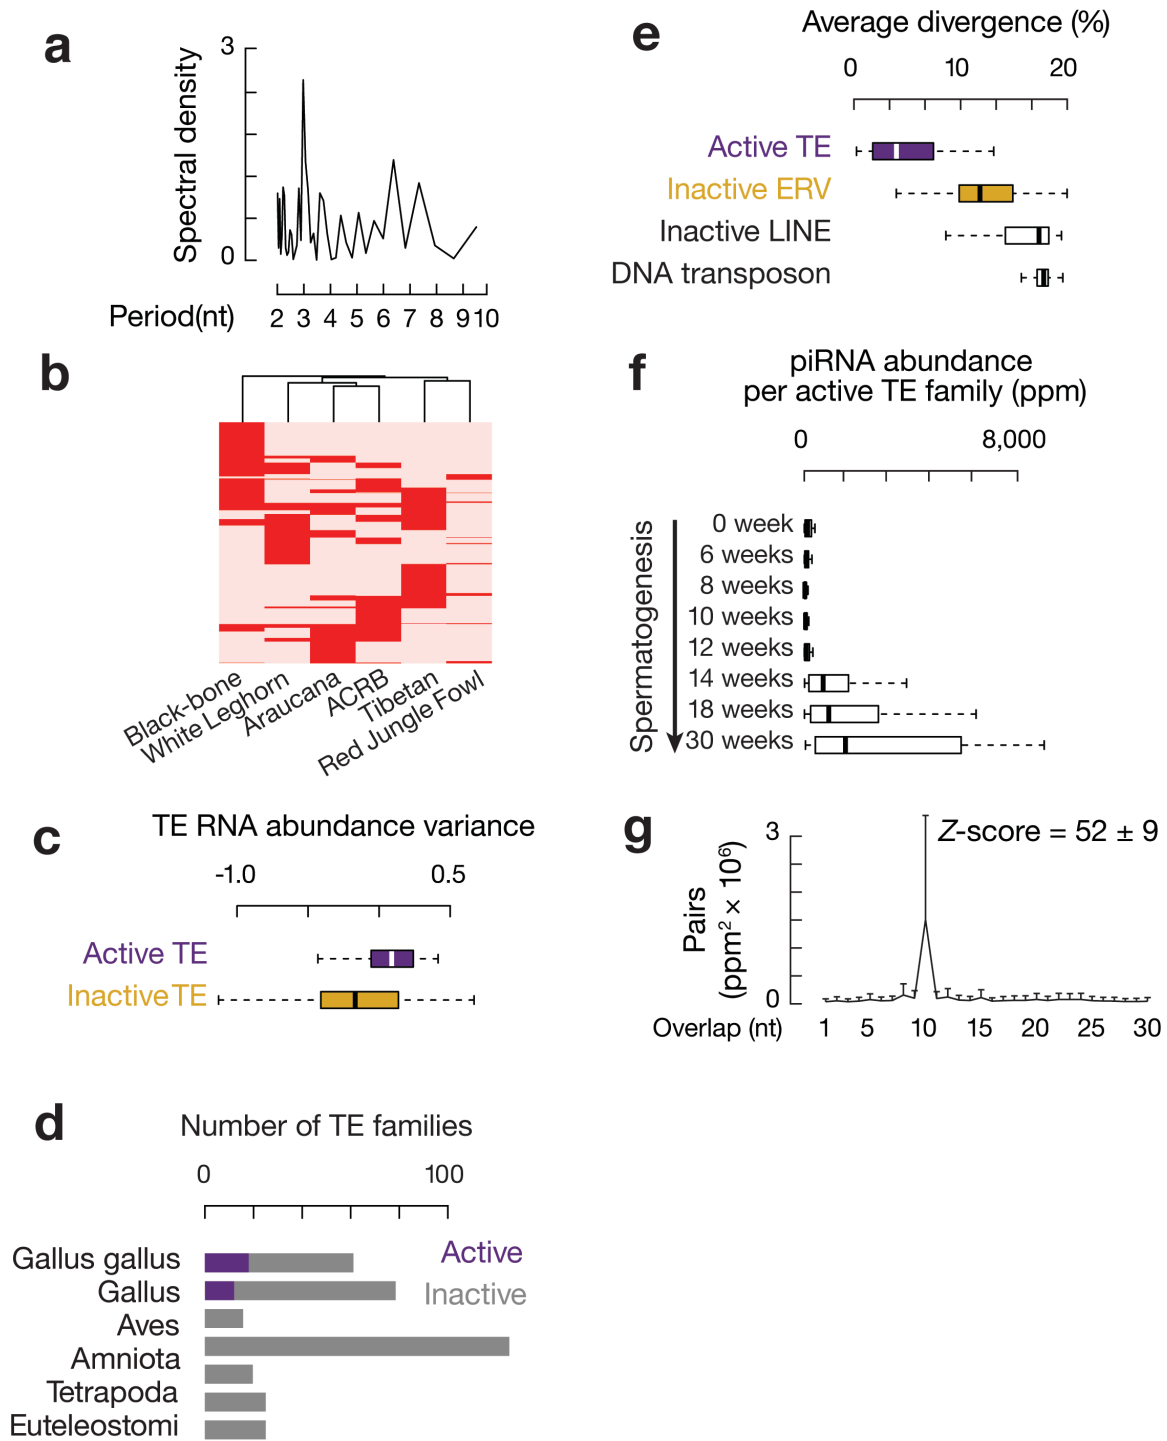

Supplementary Fig. 7, Related to Fig. 5. Conserved evolutionary force to suppress active TEs acts on pachytene piRNAs in chickens. (a) Discrete Fourier transformation of the distance spectrum of 5'-ends of ribosome protected fragments (RPFs) across active TEs in adult Red Jungle Fowl testes detected by Ribo-seq. **(b)** Heatmap of presence (red) or absence (pink) of each TE transposition in each chicken. **(c)** Box plots of the variance of RNA abundance per TE family among 19 chickens from 6 chicken breeds. **(d)** Histogram of TE ages. **(e)** Box plots of average divergence of TE insertions from their consensus sequences (Active TE n=30, Inactive ERV n=52, Inactive LINE n=63, DNA transposon n=100). Box plots show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values. **(f)** Box plots showing piRNA abundance per TE family (n=245) as spermatogenesis progresses. Ppm, parts per million. Box plots show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values. **(g)** The 5'-5' overlap between sense and anti-sense piRNAs mapping to active TEs in adult chicken testes. The number of pairs of piRNA reads at each position is reported. Data are mean $\pm$ standard deviation (n=23).

Supplementary Fig. 8.

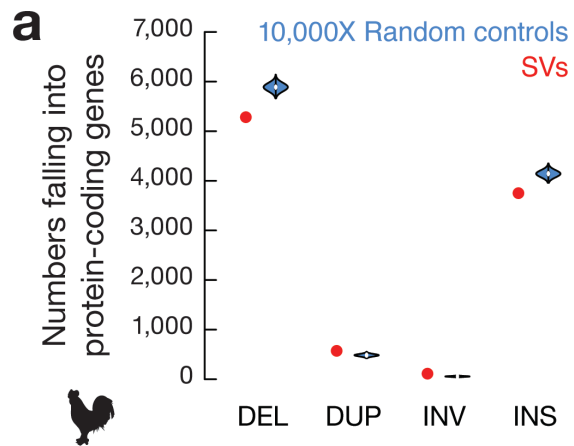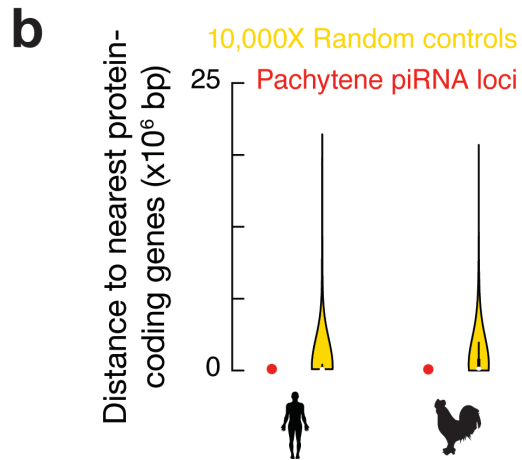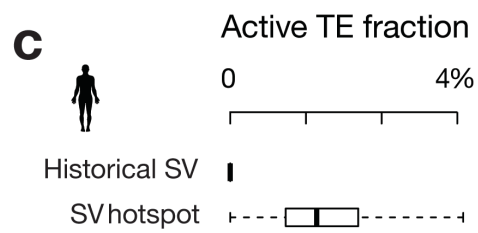

Supplementary Fig. 8. Pachytene piRNA loci are deleterious SV hotspots. (a) The number of SVs (red) and randomly shuffled control sequences (blue) falling into the protein coding regions (n=28,281). Violin plots represent the randomly shuffled control sequences that were computed 10,000 times. In comparison to random shuffle controls, deletions and insertions were significantly depleted from genic regions ($p < 1.0 \times 10^{-4}$) and duplications were slightly enriched at protein-coding regions ($p = 0.03$), while inversions were distributed randomly on chromosomes ($p = 0.63$). The majority of SVs are depleted from genic regions, a sign of negative selection, suggesting their deleterious impact on gene function. p value was calculated with one-tailed permutation test. **(b)** Median distance between protein coding genes and nearest pachytene piRNA loci (red), or nearest corresponding randomly shuffled control sequences (yellow). Violin plots represent the medians of randomly shuffled control sequences that were computed 10,000 times. **(c)** Boxplots represent the percentage of active TE sequences in historical SVs (n=17,789) and current SV hotspots (n=278) in humans. Box plots show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values.

REFERENCES

1. Edgar, R. C. MUSCLE: a multiple sequence alignment method with reduced time and space complexity. *BMC Bioinformatics* **5**, 113 (2004).

# Supplementary material for: Amniotes co-opt intrinsic genetic instability to protect germ-line genome integrity
**Source:** Nat Commun. 2023 Feb 13;14:812. doi: 10.1038/s41467-023-36354-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Detailed information and statistics for the sequencing data used in this study.

- (A) Ribosome profiling sequencing statistics: reads and species.
- (B) Small RNA sequencing statistics: reads and species.
- (C) RNA-Seq statistics: reads and species.
- (D) ONT-Seq statistics: reads and species.
- (E) 245 TE families.
- (F) 523 TE insertions.
- (G) Genome coordinates for the 1,321 rooster piRNA-producing loci defined in this study are provided in UCSC BED format (i.e., 0-based) for galGal6.
- (H) 189 tandem duplications in pachytene piRNA loci.
- (I) 26 inversions in pachytene piRNA loci.
- (J) 314 deletions in pachytene piRNA loci.
- (K) 192 chicken SV hotspots.

# Supplementary material for: Amniotes co-opt intrinsic genetic instability to protect germ-line genome integrity
**Source:** Nat Commun. 2023 Feb 13;14:812. doi: 10.1038/s41467-023-36354-x
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

RNAseq data were generated on HiSeq 2000 instrument (Illumina, San Diego, CA, USA). Oxford Nanopore Technologies data were generated on PromethION P48 (ONT-08-00443-02). Histology and immunostaining images were taken using Leica DM4000 B LED microscope system with Leica software: Leica Application Suite X (v1.1.0.12420).

Data analysis

General analyses of RNA sequencing, small RNA sequencing, Ribo-seq and degradome sequencing data were performed using piPipes pipeline (v1.4): <https://github.com/bowhan/piPipes>. Ribo-seq analysis used the pipeline we developed before: <https://github.com/LiLabZhaohua/RiboSeqPipeline>. The script for calculating spectral distribution from simulated negative controls is: https://github.com/LiLabZhaohua/LiLabScripts/blob/master/spectral_mid_100.py. For RNA-seq reads, the expression per transcript was normalized to the top quartile of expressed transcripts per library calculated by Cufflinks (v2.2.1), and the tpm (transcripts per million) value was quantified using Salmon (v0.8.2). Chicken transcriptome was assembled using StringTie (v1.3.3b) and the transcriptome annotation was performed using TransDecoder (v5.5.0), BlastP (v2.10.0+) and Hmmer (v3.3). Statistical analyses were performed in R (v3.5.0). Nucleotide periodicity was computed using GeneCycle (v1.1.4) package in R. ONT Sequencing data collected in this experiment were obtained as fast5 files, and after conversion of electric signals into base calls via the guppy (Oxford Nanopore Technologies, UK), the reads with mean qScore greater or equal to 7 were kept to continue subsequent bioinformatic analysis. The filtered data were aligned with the chicken genome (galGal6) using NGMLR (v0.27). The SVs were detected using Sniffles (v1.0.8). We also independently used SVIM (v1.4.2) to call SVs with default settings.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Next-generation sequencing data used in this study have been deposited at the NCBI Gene Expression Omnibus under the accession number: GSE165330.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	NA
Population characteristics	NA
Recruitment	NA
Ethics oversight	NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	We either use at least three chickens from the same population to minimize individual variations, or combine > 22 chickens from diverse populations to include all the diversity in the chicken breeds. Our prior experience demonstrates that three replicates provide superb statistical power in sequencing analysis, allowing the elimination of false positive and negative changes in gene, RPF or piRNA expression.
Data exclusions	No data were excluded for analysis.
Replication	We include at least 3 biological replicates to compute our p value. All replicates were successful.
Randomization	NA
Blinding	Blinding is not relevant to our study as we include both positive and negative controls in each step of experiment procedure.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Anti-CIWI antibody (1:100 dilution; Proteintech ,15659-1-AP);<br>Rabbit anti-SYCP1 antibody (1:100 dilution, Thermo Fisher, PA1-167630);<br>Rabbit anti-gamma-H2AX (1:250 dilution; Millipore, 05-636-1);<br>Secondary antibodies conjugated with Alexa Fluor 488 (Molecular Probes, Eugene, OR, USA)
Validation	All antibodies have been validated by the vendors or previous publications.

Animals and other research organisms

Policy information about [studies involving animals](#); ARRIVE guidelines recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	The Athens Canadian Random Bred (ACRB) animals were raised under standard broiler and broiler breeder conditions under protocol (18083) approved by the International Animal Care and Use Committee (IACUC) at the University of Arkansas. White Leghorn Cornell Special C strain were raised and euthanized under the IACUC at Cornell University. Araucana were purchased from SkyBlueEgg Araucana (Winnfield, LA) and Awesome Araucana chicken hatchery (Redding, CA). Peking duck testes were purchased from a local farm (LeRoy, NY). Rooster testes from Red Jungle Fowl were collected from Hopkin Avian facility at UCD under the protocol #20591. The animal use protocol for sampling two indigenous village breeds, Tibetan chickens and Lvyang Blackbone chickens, were approved by the Animal Use and Care Committee of Northwest A&F University.
Wild animals	The study did not involve wild animals.
Reporting on sex	We used samples from roosters so only males were collected.
Field-collected samples	The study did not involve sample collected from the wild.
Ethics oversight	All experiments were reviewed and approved by the University of Rochester's University Committee on Animal Resources, performed in a PHS Assured and AAALAC, Int. accredited facility, and the study is compliant with all relevant ethical regulations regarding animal research.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

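Long reads of 6 roosters, RNA-seq of adult testes and piRNA loci were analysed from the files that the authors deposited; nothing was realigned, and all places are on the galGal6 assembly. For the structural variants the authors aligned Oxford Nanopore reads with NGMLR v0.27 and called variants with Sniffles v1.0.8, and they kept duplications, deletions and inversions that SVIM v1.4.2 also called. The deposited table of the authors holds the Sniffles calls of the pooled roosters with the counts of reads that support each call and, as other values, the length of the call in bp. The SVIM calls were not analysed here. The deposited abundance table gives, per piRNA locus, a piRNA signal, with a normalization that the file does not state, and the length of the locus. For RNA-seq the authors ran Salmon (v0.8.2 in the reporting summary) and deposited tpm values and estimated counts of reads per transcript, piRNA locus and TE family.

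The calls were kept at 10 or more supporting reads and lengths from 50 bp to 100 kb; the reads are the paper's minimum and the upper length is a choice made here. A call overlaps a locus or gene if they share at least 1 bp, and an insertion is a single position. Observed overlaps were compared with 10000 shuffles that place each call at random on its own sequence, drawn from the exact chance of an overlap at a random place. This was checked against bedtools 2.31.1, whose shuffle gave a mean of 58.8 overlaps where the placement used here gave 59.46. On 100 simulated sets of 4000 calls, 8% of the sets placed at random and 100% of those with a planted excess passed p under 0.05. The length of each sequence is the largest coordinate that the files hold, since no genome sequence was at hand. Protein-coding and long noncoding genes are the spans written in the transcript names of the first file format. The protein-coding test was planned, but taking genes from these spans was decided after the files were at hand. The long noncoding test was chosen after seeing the data.

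Hotspots were called in R 4.3.3 with code written here after the paper's description: a Gaussian density of call midpoints per sequence (bandwidth 2 kb on chromosomes 1 to 12, 20 kb on Z and W, 0.2 kb elsewhere), compared with 1000 random placements at p up to 0.001. The density is evaluated at 512 points, 386.7 kb apart on chromosome 1, so hotspots there are wider than the bandwidth. On calls simulated along the extent of chromosome 1, 50 of 50 planted clusters were found, with 6 regions in 10 sets without clusters. The planted clusters were dense, and a region nearby counted as found. Sparser clusters and the other bandwidths were not simulated, so this does not give the recovery of the real hotspots. Loci were compared by abundance and by distance with 2-sided permutation tests of the difference in medians of log10 values (100000 permutations).

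The 16 distinct RNA-seq libraries include 3 from Sweden, which were kept for an alternative setting and a closer look. 2 files of Red Jungle Fowl replicates 1 and 2 are byte-identical to 2 others and were counted once. Depth is 16198508 to 26372423 reads for Red Jungle Fowl, 9146177 to 18966816 for White Leghorn, 23804484 to 27119563 for Silkie, 20405791 to 28838485 for Tibetan, 21772440 for ACRB and 26411629 to 32724730 for Sweden; a transcript at 1 tpm thus rests on few reads. TE levels are log10 of the mean tpm over breeds plus 0.01. The variation of a family is the residual of its coefficient of variation from a LOESS curve (span 0.75) on the log10 of its median level, for families with a median above 0.1 tpm. Active and inactive families were compared with 2-sided permutation tests of the difference in medians (100000 permutations); families are the units, so the test does not speak of birds outside the 13 libraries. On simulated families this test passed in 3.5% of sets without a difference and in 55% and 98.5% of sets with a smaller and a larger one.

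Among breeds, the rounded estimated counts, summed to genes, were tested with edgeR 4.0.16 (quasi-likelihood F test, filterByExpr, TMM) on 12 libraries of 4 breeds; ACRB with its 1 library was left out. Silkie was set against Tibetan in a fit of their 6 libraries alone. Calls have a Benjamini-Hochberg adjusted p under 0.05. Simulated counts with the spread of these libraries gave back 1.38% of 2-fold and 33.2% of 4-fold changes in 1 breed among breeds, with 3.77% false calls, and 33.7% and 88.7% between Silkie and Tibetan, with 7.34% false calls. Named TE families, loci, hotspots and genes follow rules fixed beforehand: those named in the paper, the highest and lowest by value, and fixed gene lists.

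Alternatives tried were 5 or 20 supporting reads, precise calls alone, no upper length, named chromosomes alone, at least 50% of a call inside, shuffled loci, other hotspot thresholds and bandwidths, DESeq2 1.42.0, no filter on low counts, a replicate block, library sizes from other transcripts, other pseudocounts and filters, each file format alone, LTR families alone and leaving out each library. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 and drawn with matplotlib 3.10.9. Not analysed here were the small RNA and Ribo-seq libraries, the genotype of single roosters, and pathway genes that the files do not list under their symbols, such as PIWIL1 and PIWIL2; 4 small RNA libraries could not be mapped to a breed, since their titles and tags name different years.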

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

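Breakend calls, a type the paper does not discuss, crowd in piRNA loci: 61 of 194 with at least 10 reads (31.4%) lie in a locus, against a shuffled mean of 2.35 (1-sided permutation p = 0.0001, the smallest that 10000 shuffles allow). They lie in 16 loci, and 35 of them in 3: locus 669 (chromosome 1, 32724014 to 32730999, 14 breakends), locus 24 (chromosome 14, 14002555 to 14014999, 13) and locus 238 (chromosome 1, 88851004 to 88853999, 8).

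The abundance table lists 102 loci beyond those of Supplementary Data 1; they hold 0.113% of the piRNA abundance, with a median of 448 and a highest value of 96921, against a median of 20709 for the loci of the paper.

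In the 3 Sweden libraries, which the paper does not report on by that name, 26 of the 30 active TE families exceed 1 TPM, with a median of 5.83 TPM over the families, and CR1-F2 stands at 22.3 ± 0.992 TPM (mean ± SD).

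The satellite Sat-CR1_GG, outside the TE families the paper discusses, takes 3.36% of the reads of Red Jungle Fowl replicate 1 and 1.36% of replicate 3, against 0.0033% of replicate 2 and a median of 0.000434% over libraries. These signals were noticed after the data were seen.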

How the results depend on the processing

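The tests in long noncoding genes, without the 10 loci with the most calls, of distances, with the file format as a covariate, of the regions with at least 1 call and of insertions per kb of locus were chosen after the data were seen. Counts move with the reads required: duplications 4524 and 1129, inversions 1584 and 456 at 5 and 20 reads; calls with precise breakpoints alone leave 5974 deletions and 6185 insertions, and p up to 0.01 gives 645 hotspots. The crowding of duplications, inversions and deletions in piRNA loci and the depletion of all 4 types in protein-coding genes keep direction and side of the threshold under each alternative. Insertions in piRNA loci do not: ratio 1.17 at 5 reads and 1.17 on named chromosomes (both past the threshold), 0.919 at 20 reads, 0.797 among precise calls and 0.803 without the 10 loci with the most calls. The fall to 0.803 cannot count as a change of direction, since those loci were left out for holding the most insertions. In long noncoding genes, annotated RefSeq transcripts alone give 0.888 for inversions (no longer past the threshold), 0.907 for deletions and 0.896 for insertions (reversed), and deletions at 5 reads give 1.00. The distance of loci minus that of hotspots to genes turns to 4.43 for whole hotspots on chromosomes 1 to 5 and Z, and over all sequences to 4.33 for whole hotspots and 1.64 for midpoints. The level of active TE families loses its call among LTR families (0.00984); families over 0.1 TPM give 0.178, but that filter acts on the level itself, removes low inactive families and cannot count against the difference. The variation of active families reverses in each file format alone (0.0648 and 0.0383), passes the threshold among LTR families (-0.314), and runs from -0.155 to 0.0241 when 1 library is left out. Among breeds, edgeR calls 0 TE families (14 at an unadjusted p under 0.05) and 2760 genes with the file format as a covariate, against 55 and 17576 without; DESeq2 without the covariate calls 72 and 20595. The odds ratio of active among breed-variable families (0.306, Fisher's exact p = 0.0133) is 0.582 with no filter (p = 0.285) and 0.215 to 0.526 with a library left out, no longer past the threshold without Red Jungle Fowl replicate 3 or Tibetan replicate 2 or 3. Genes between Silkie and Tibetan number 15, but 351 by DESeq2, 859 with no filter, 2 with a spread shared over all breeds and 6 to 33 with a library left out. The replicate numbers were not taken to pair the birds. The median correlation is 0.0515 over 15 pairs of the same number and -0.00797 over 39 others, with 6 pairs over 0.1 in each set. A weak shared structure is thus not excluded. With a replicate block 47 TE families, 15094 genes and 13 genes between Silkie and Tibetan are called. The midpoint of a TE insertion, the restriction of TE insertions to named chromosomes, and for insertions the upper length and the 50% overlap, cannot change a result, since they move no call. The hotspot bandwidths can change little, since on chromosome 1 they lie far below the spacing of the density points. With these included, 209 alternatives to the main results stay the same, 15 move, 11 reverse, 8 lose the threshold and 3 gain it. A test stays the same if it keeps direction and side of the threshold. A count does so within 1.5 times the main value, and the pathway level within its SD over libraries.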

Differences from the paper's values

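The paper gives 1526 duplications and 134 inversions, and the counts here are 2473 and 886; the paper's methods also required SVIM calls, which this count does not. Of the alternatives set before the data were examined, the duplications come within 1.5 times the paper's number at 20 reads, among precise calls and on named chromosomes, not at 5 reads or without an upper length, and the inversions under none.

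In piRNA loci the paper counts 189 duplications, 26 inversions and 314 deletions, here 644, 315 and 875; the deletions come within 1.5 times at 20 reads and under no other of these alternatives, the duplications and inversions under none. As shares the paper gives 12.4%, 19.4% and 1.7%, here 26.0%, 35.6% and 4.40%; only the inversions come within 1.5 times, with at least 50% of a call inside. Of the calls that Supplementary Data 1 lists in loci, both ends lie within 500 bp of a call here for 149 of 189 duplications, 20 of 26 inversions and 264 of 314 deletions; 47, 1 and 138 of them start within 50 bp of the call whose ID they list.

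For protein-coding genes the paper gives a p of 0.03 for duplications and 0.63 for inversions; the 1-sided p for enrichment is 1.0 for both here and under each of the alternatives, with ratios of 0.880 and 0.642. The paper states that duplications are slightly enriched there and inversions random, and here both are depleted (permutation p = 0.0001), while deletions and insertions are depleted in both. The crowding of duplications and inversions in piRNA loci, which overlap no coding transcript, can lower these counts, and calls outside the loci were not tested alone.

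The paper defines 192 hotspots over 1.1% of the genome with 7.7% of the variants, here 393, 4.19% and 19.9%; the number comes within 1.5 times at 20 reads (273) and not at p up to 0.01, with other bandwidths or on named chromosomes, and the shares under none. Its p for loci in hotspots is 0.0003, here 0.0001 in each of these settings, the smallest possible. For the distance of loci and hotspots to genes the paper gives 0.0029 by shuffling loci, here 0.00958 by a permutation of loci and hotspots, which is another test.

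Read by eye from Fig. 2a, the median duplication has about 750 bp, the median inversion about 17000 bp and the median insertion about 400 bp, here 3076, 11155 and 110 bp. The inversions come within 1.5 times among precise calls and without an upper length, not at 5 or 20 reads or on named chromosomes, the duplications and insertions under none. The value the figure prints for insertions matches the mean length here, 396 bp. The summed lengths in Fig. 2a, read by eye, are about 7.3 Mb of duplications, about 3.1 Mb of inversions and about 10 Mb of deletions, here 24.3, 16.2 and 33.7 Mb; the duplications come within 1.5 times at 20 reads (10.7 Mb), the others under none.

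The paper states that active TE families vary more in expression between individuals than inactive ones, and the difference here, over 13 libraries of 5 breeds, a smaller set than the paper's, is -0.0838 (active minus inactive, permutation p = 0.576). Within each file format alone it is positive and not past the threshold (0.0648 and 0.0383). On distance, the paper states that protein-coding genes are as close to piRNA loci as to shuffled controls, and the median distances here are 524 and 317 kb (permutation p = 0.0005). Each shuffled locus was placed independently, so a grouping of the real loci can widen this gap. In long noncoding genes the paper sees no enrichment of variants. Deletions (1.05) and insertions (1.09) are slightly enriched here, and duplications (0.850) and inversions (0.698) are not. The annotated RefSeq transcripts alone, chosen after seeing the values, show no enrichment of deletions (0.907) or insertions (0.896).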

Other observations

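The tests with the file format as a covariate or within each format, the restriction to LTR families read as an explanation, and the tests without the 10 loci with the most calls or within a length range were chosen after the results were seen.

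Genes of the piRNA pathway are well transcribed in these testes: 13 of 23 were measured, with a median of 24.5 TPM over genes, each averaged over breeds. GTSF1, a partner of PIWI proteins, stands at 331 ± 24.7 TPM in Silkie, 308 ± 17.3 in Tibetan, 117 ± 31.9 in White Leghorn and 65.1 ± 64.9 in Red Jungle Fowl (mean ± SD, n = 3 each). Of the 11 pathway genes tested among breeds 9 differ (edgeR; 9 also adjusted over the list alone), as do 4 of 6 meiosis genes (4), among them SYCP1 of the synaptonemal complex at 174 ± 39.9 TPM in White Leghorn, 103 ± 154 in Red Jungle Fowl, 24.7 ± 2.23 in Silkie and 20.6 ± 6.56 in Tibetan. Markers of somatic cells move too: all 4 Leydig cell genes (4), with the steroid enzyme CYP17A1 at 67.2 TPM in Silkie, 58.8 in Tibetan, 5.42 in Red Jungle Fowl and 2.32 in White Leghorn but HSD3B1 at 6.82, 9.50, 17.7 and 14.0 TPM, and 4 of 5 Sertoli cell genes (4), with the hormone AMH at 94.2, 64.3, 10.6 and 15.5 TPM in the same order but SOX9 at 0.558, 0.543, 5.23 and 8.54 TPM. Of peritubular muscle genes 1 of 5 differs (0 adjusted over the list alone), of blood, immune and endothelial genes 3 of 7 (3) and of melanocyte genes 3 of 9 (2), whose median is 0.427 TPM. Among all protein-coding genes tested, 5664 of 12536 differ, so a list with a share near or below that is not set apart. Beside all of these lists, Red Jungle Fowl replicates 1 and 3 have 5.20% and 6.01% of their TPM in protein-coding transcripts, against a median of 20.5%, and with the file format as a covariate GTSF1 no longer passes (adjusted p = 0.257), nor does any other pathway, Leydig cell, peritubular or melanocyte gene, while SYCP1 (0.0322), the Sertoli cell signal DHH (0.0496) and the endothelial PECAM1 (0.0369) do.

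Between Silkie and Tibetan, which share a file format, edgeR calls 15 of 21868 features, 13 higher in Silkie and 2 lower; 4 are protein-coding. WDCP is higher in Silkie by 1.61 on the log2 scale (SE 0.176, adjusted p = 0.0142; 56.1 ± 10.6 against 19.3 ± 4.08 TPM), and so are the testis kinase TSSK6L1 by 2.69 (SE 0.308, adjusted p = 0.0168; 8.66 ± 2.48 against 1.49 ± 0.563 TPM) and LOC415664 by 2.49, while the homeobox gene MKX is lower (-2.75). WDCP is called in 4 of 6 fits with a library left out, TSSK6L1 and MKX in 2 and LOC415664 in 1, while MSTRG.119726, MSTRG.121493, MSTRG.155821, MSTRG.247444 and MSTRG.269343, assembled transcripts outside the protein-coding entries, are called in all 6. The gene lists have no member that edgeR or DESeq2 calls between these breeds; 1 pathway gene, 2 meiosis genes and 1 gene each of the peritubular, the blood, immune and endothelial and the melanocyte lists have an unadjusted p under 0.05 in edgeR. The 10 possible splits of the 6 libraries are too few for a share under 0.05; the breeds give 15 calls, the highest other split 0, and 1 of the 10 splits reaches 15.

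The locus 699 alone takes from 0.0177% of the TPM (White Leghorn replicate 4) to 52.4% (ACRB), which changes the share left for all other transcripts.

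Duplications, inversions and deletions crowd in piRNA loci. On named chromosomes alone the lowest of their 3 ratios is 3.35, which argues against unplaced sequences as the cause, and without the 10 loci with the most calls it is 2.52, which argues against a few loci. Loci on repeats that the assembly collapses could still raise the calls: supporting reads in loci are at most 1.11 times those outside, below the 1.5 set beforehand, but that bound was wrong, since the column counts reads that carry the variant and not the coverage, so this cannot be told apart. An unstable sequence, as the paper proposes, stays open and was not tested against it.

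Transcripts of active TE families are more abundant than those of inactive families. The length range of the active families, 220 to 6976 bp, keeps 178 of the 215 inactive families and matches no lengths within it. There the difference stays at 1.74 on the log10 scale (permutation p = 0.00476), which cannot tell whether the length of the consensus sequences plays a part. Among LTR families it is 0.00984 (95% bootstrap interval -0.283 to 0.608), below the 2.12 over all families, so the excess may lie in the LTR class, to which 29 of the 30 active families belong, more than in activity. No biological explanation was tested, since activity is not a condition of the design.

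TE families and genes differ among breeds. For 55 of 105 TE families and 17576 of 32783 genes past the threshold, chance can be excluded: 1 of 100 splits of the 12 libraries, the real one, reaches either number, and the highest others give 2 and 283. Of the 55 families 51 are highest in Red Jungle Fowl, whose replicate 1 has the highest share of reads on TEs (0.605%) and replicate 2 the lowest (0.0603%), and the 10 with the smallest p, GGLTR3D, GGLTR3E1_LTR, ERV1-1_GG-I, ERV2-11C_GG-LTR, GGLTR11_LTR, GGLTR12A, GGLTR3E3_LTR, GGLTR3C2, GGLTR7B_LTR and GGLTR12C, are inactive LTR families that peak in Red Jungle Fowl replicate 1 and stay past the threshold without it (adjusted p from 0.00261 to 0.0448). With the format as a covariate 2760 genes and 0 TE families (14 at an unadjusted p under 0.05) remain. Between the 5 libraries of Red Jungle Fowl and White Leghorn in the first format, edgeR calls 0 genes and 0 of 102 TE families. At an unadjusted p under 0.05 these are 3055 and 13. Among the 7 libraries of the second format White Leghorn has 1, the shallowest of all (9146177 reads), so calls against it rest on that library. Silkie against Tibetan, both replicated in that format, gives 15 calls. Breed and the 2 formats of the deposited quantification files cannot be told apart for most TE families and genes, since only White Leghorn has both, with 1 library in the second, and breed stays open, untested.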
